# Impairment of organ-specific T cell negative selection by diabetes susceptibility genes: genomic analysis by mRNA profiling

**DOI:** 10.1186/gb-2007-8-1-r12

**Published:** 2007-01-21

**Authors:** Adrian Liston, Kristine Hardy, Yvonne Pittelkow, Susan R Wilson, Lydia E Makaroff, Aude M Fahrer, Christopher C Goodnow

## Abstract

**Background:**

T cells in the thymus undergo opposing positive and negative selection processes so that the only T cells entering circulation are those bearing a T cell receptor (TCR) with a low affinity for self. The mechanism differentiating negative from positive selection is poorly understood, despite the fact that inherited defects in negative selection underlie organ-specific autoimmune disease in *AIRE*-deficient people and the non-obese diabetic (NOD) mouse strain

**Results:**

Here we use homogeneous populations of T cells undergoing either positive or negative selection *in vivo *together with genome-wide transcription profiling on microarrays to identify the gene expression differences underlying negative selection to an *Aire*-dependent organ-specific antigen, including the upregulation of a genomic cluster in the cytogenetic band 2F. Analysis of defective negative selection in the autoimmune-prone NOD strain demonstrates a global impairment in the induction of the negative selection response gene set, but little difference in positive selection response genes. Combining expression differences with genetic linkage data, we identify differentially expressed candidate genes, including *Bim*, *Bnip3*, *Smox*, *Pdrg1*, *Id1*, *Pdcd1*, *Ly6c*, *Pdia3*, *Trim30 *and *Trim12*.

**Conclusion:**

The data provide a molecular map of the negative selection response *in vivo *and, by analysis of deviations from this pathway in the autoimmune susceptible NOD strain, suggest that susceptibility arises from small expression differences in genes acting at multiple points in the pathway between the TCR and cell death.

## Abstract 2

A transcription profiling study, together with genetic linkage data, provides a molecular map of the T-cell negative selection response *in vivo*.

## Background

Immunological self-tolerance depends upon negative selection in the thymus, whereby T cells bearing T cell receptors (TCRs) with high avidity for self peptide-major histocompatibility complex (MHC) complexes are purged from the developing repertoire before they become functionally active in the periphery [1]. Negative selection occurs by TCR-induced apoptosis during the transition of immature CD4^+^8^+ ^double positive (DP) cells into mature CD4^+ ^or CD8^+ ^single positive (SP) cells. Nevertheless, a measure of TCR signaling is required for thymocytes to mature from DP into SP cells, an opposite process requiring a weak avidity for self peptide-MHC in order to initiate the changes of cell survival and maturation referred to as positive selection. It is thought that these two opposite processes, of cell survival or death, initiated by binding of the same receptor to its ligand, are controlled by quantitative differences in TCR affinity for self peptide-MHC that are translated into qualitatively opposite cellular responses. However, the molecular basis by which the two processes are differentially controlled and how the cellular responses initiated are achieved are unclear [2].

Recent studies have found that inherited defects in negative selection underlie autoimmune disease. In the human disorder autoimmune polyendocrinopathy syndrome type 1, defects in the *AIRE *gene reduce transcription of organ-specific genes in the thymus so that organ-reactive T cells are not negatively selected [3-5]. The non-obese diabetic (NOD) mouse strain is an intensely studied model for human autoimmune diabetes, as well as being susceptible to other autoimmune disorders [6], and displays a striking cellular deficiency in MHC class II- [7,8] and class I-restricted negative selection [9], compared to non-autoimmune-prone strains. Elucidating the molecular basis for defective negative selection in NOD mice may shed light on the process of differentiating negative from positive selection and the pathogenesis of human autoimmunity.

The NOD thymic deletion defect is T cell autonomous [7,8] and represents a quantitative (approximately ten-fold) decrease in negative selection efficiency to membrane-bound or soluble proteins, regardless of low or high thymic expression controlled by organ-specific or systemic promoters [10]. Genetic linkage studies between the C57BL10.*H2*^k ^(B10^k^) and NOD strains identified four NOD-derived recessive loci that contribute to defective negative selection *in vivo*, by tracing CD4 T cell deletion triggered in the thymus of transgenic mice by expression of an *Aire*-dependent antigen (insHEL) that mirrors the expression of the insulin gene itself [10]. As would be expected, the four defective deletion loci correspond to four NOD loci known to contribute to diabetes susceptibility, linked to the markers *D7mit101*, *D15mit229*, *D2mit490/Idd13 *and *D1mit181/Idd5*. Parallel analyses *in vitro*, in a thymic organ culture system with exogenously added antigen, found NOD loci that acted dominantly to interfere with apoptosis linked to two recessive diabetes susceptibility loci, *Idd5 *and *Idd3 *[11].

Gene expression profiling on microarrays provides an opportunity to visualize the molecular differentiation of negative from positive selection and defects in negative selection at a global level. Several key questions can, in principle, be addressed. First, does negative selection involve induction or repression of a unique set of genes, or simply quantitatively exaggerated changes in the same set of genes as positive selection? Does the negative selection defect in NOD mice interfere with all or only a small number of negative selection genes, or does it cause a new profile of counter-regulatory genes to be triggered, and does it equally affect positive selection gene responses? Several studies have begun to explore this approach, although they have been limited by complications, such as premature negative selection at the double negative (DN) to DP transition, pooling of developmental subsets, TCR heterogeneity, and the peripheral cytokine storm that is produced after cognate antigen injection [12-15].

Here we extend a preliminary published analysis [10] using an approach that provides a unique opportunity to visualize the global expression changes under physiological *in vivo *conditions of negative and positive selection. The model employs TCR transgenic mice to trace selection of T cells with a homogeneous TCR recognizing a well-characterized high affinity peptide-MHC agonist, hen egg lysozyme (HEL) 46-61/I-A^k^. This TCR is expressed at low levels on DP cells, and promotes positive selection into TCR^hi ^CD4^+ ^SP cells following the physiological pathway and induction of markers such as CD69 and CCR7 [10]. When the TCR transgenic is crossed to insHEL transgenic mice on the non-autoimmune B10^k ^strain background, the insulin-promoter activates *Aire*-dependent transcription to produce low levels of HEL antigen in thymic medullary epithelial cells, triggering negative selection at the physiological stage during the transition from cortical DP cells to medullary SP cells. Unlike thymocyte apoptosis initiated through the intravenous injection of antigen or anti-TCR antibodies, deletion of HEL-reactive thymocytes by endogenous presentation of HEL activates a physiological apoptotic process that is T cell intrinsic, with efficient deletion of HEL-reactive thymocytes at various dilutions of precursor frequency and no apoptosis of neighboring non-HEL-specific thymocytes (data not shown). This system of negative selection also has the advantage of faithfully replicating the expression pattern of a key autoantigen in human disease, insulin. By comparing global gene expression in homogeneous subsets of sorted cells from these mice, either pre-selection or undergoing positive or negative selection, we present here a detailed analysis of the gene expression differences distinguishing negative from positive selection in a non-autoimmune prone strain, and analyze the underlying defect in negative selection in the autoimmune NOD strain.

## Results and discussion

### Global gene expression changes differentiating positive and negative thymocyte selection in the B10^k ^strain

To characterize the gene expression changes occurring during positive and negative selection in a non-autoimmune strain, gene expression profiles were measured in three relatively homogeneous thymocyte populations from the B10^k ^strain [10]. Pre-selection thymocytes ('PreS') that had not yet received positive or negative selection signals were identified as CD4^+^8^+ ^DP cells that are negative for CD69 and 1G12 TCR clonotype and sorted from TCR transgenic and TCR insHEL double transgenic mice. Early single positive cells that were beginning to undergo positive selection (S+) were sorted from TCR transgenic mice as CD4^+^CD8^low^CD69^+^1G12^+ ^cells. Early single positive cells with an identical cell surface phenotype but beginning to undergo negative selection (S-) were sorted from TCR insHEL double transgenic animals. Three independent pools of mRNA from sorted cells were analyzed by labeling and hybridization to Affymetrix 430A microarrays and normalized using MAS 5.0. 

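For the B10^k strain the data are 12 arrays: 3 PreS pools from TCR mice, 3 PreS pools from TCR insHEL mice, 3 S+ pools and 3 S- pools, each amplified in 2 rounds before labelling. The authors gave 1 MAS 5.0 signal per probeset and array on a linear scale, each array scaled to a trimmed mean of 150. From these signals log2 values were computed, each array was standardized to the same mean and variance, and probesets with a signal of at least 32 in all 3 arrays of at least 1 condition were kept (12838 of 22626), which stands in for the present calls used by the authors. Each value is thus the relative mRNA level of a gene in the sorted thymocytes, and levels are printed as mean signal ± SD over arrays. Groups were compared with limma, with p values adjusted over all kept probesets, and the number of arrays (3 or 6 per group) limits the precision of each fold change. A fold change against a group with a mean signal under 32 rests on values near background, and its size and standard error are then not exact.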

MAS 5.0 was used as the normalization method in preference to more precise project-based model fitting systems, such as RMA, GCRMA and PLM, due to advantages in simple reduction of the false discovery rate. Use of the MAS 5.0 normalization method produces 'present' and 'absent' calls and, when used as a filtering device, this has been demonstrated to reduce the false discovery rate with little true cost to the true positive rate [16]. Furthermore, by taking the mismatch probe into consideration, MAS 5.0 reduces the level of false positives based on cross-hybridization [16]. It should be noted that all normalization methods involve a trade-off of accuracy or precision at various levels and, while MAS 5.0 performs strongly for background correction and medium and high intensity signals [17], it is less accurate than some alternatives for probesets in the low intensity range [18,19]. The complete dataset, with raw values and statistical analysis is given in Additional data file 1 and has been deposited in the NCBI Gene Expression Omnibus (GEO) [20] accessible through GEO Series accession number GSE3997.

We first performed a global analysis of the differences in gene expression between negative and positive selection and pre-selection by measuring the Euclidian distance between conditions (Figure 1). Measuring Euclidian distance involves treating each condition as a single point in n-dimensional space, where each dimension is the expression of a single probeset. The distance between two conditions can then be calculated as the straight line ('ordinary') distance between the two points (conditions), so that, for example, a low value between two conditions indicates that they have similar values for gene expression, while a high value between two conditions indicates that they have different values for gene expression [21]. The advantage of Euclidian distance is that it is an approximation of the closeness of global gene expression profiles under different conditions, independent of classification of gene changes as significant or non-significant by including the number of genes that are unchanged, and the degree of change in differentially expressed genes (thus allowing subtle changes in large numbers of genes, which would not necessarily be detected if a statistical threshold was required, to impact global distance). Using Euclidean distance as the measure of global 'closeness', the largest difference was between pre-selection thymocytes and selecting thymocytes (both positive and negative selection). 

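In S+ thymocytes of the B10^k strain 946 probesets were higher and 1212 lower than in PreS thymocytes (limma, 3 arrays against 6), and in S- thymocytes 567 were higher and 873 lower. Among the large rises in S+ were those of Cd7, a T cell surface glycoprotein, with a log2 fold change of 5.86 (standard error 0.44, limma adjusted p = 1.1e-06), Gpr83, a receptor of regulatory T cells, at 5.59 (adjusted p = 1.6e-05), Bcl3, a nuclear NF-kB cofactor, at 5.18 (adjusted p = 1.4e-04), and Irf4, a transcription factor of the TCR response, at 4.94 (adjusted p = 3.0e-05). Genes of mitosis and DNA replication held large falls, among them Ncapg, a condensin subunit, at -5.29 (limma adjusted p = 5.5e-05), Sgo1, which protects sister chromatid cohesion, at -5.23 (adjusted p = 2.8e-06), and Cdc6, which loads the replicative helicase, at -4.77 (adjusted p = 1.9e-06). The PreS signals of the risen genes and the S+ signals of the fallen genes named lie under 32, near background, so that the sizes and the order of these changes are not exact. Of 22 genes known for single positive maturation, 15 rose and 1 fell (18 and 1 adjusted over the list alone), with a median log2 fold change of 1.70 (limma camera adjusted p = 4.1e-13). Interferon-induced genes rose as a group, 23 of 32 of them singly (26 adjusted over the list alone), with a median of 1.24 (limma camera adjusted p = 5.7e-15), and so did 9 of 11 NF-kB targets (10 over the list alone, median 1.45, camera adjusted p = 9.3e-07). Among regulatory T cell genes 8 of 12 were higher and 2 lower (9 and 2 over the list alone, median 1.93, limma camera adjusted p = 1.3e-04), while 5 of 13 genes of cholesterol synthesis fell (5 over the list alone, median -0.67, camera adjusted p = 6.6e-04). Without S- replicate 2 the total between S- and PreS was 850, and with hybridization day as a block the totals were 1115 for S+ and 301 for S-.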

Negative selection was closer to the pre-selection condition than positive selection.

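Ccr7, the chemokine receptor that draws thymocytes to the medulla, shows where the 3 states lie: its signal was 31 ± 12.4 (SD, n = 6) in PreS, 848 ± 141 (SD, n = 3) in S+ and 403 ± 28.0 (SD, n = 3) in S-. Rag1, the recombinase of double positive cells, ran the other way, at 1046 ± 196, 119 ± 52.0 and 169 ± 50.8. Over all kept probesets the Euclidean distance was 32.5 between PreS and S+, 28.1 between PreS and S-, and 21.0 between S+ and S-. The spread of replicates alone would give 15.0, 12.8 and 16.5, and with that part subtracted the distances were 28.9, 25.0 and 12.9. Changes of S- and of S+ from PreS had a correlation of 0.770 over probesets, where the PreS arrays they share would alone give 0.335, and 0.709 with separate PreS arrays for each.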

Individual gene expression changes were then analyzed in an independent method of assessment, by assigning probesets into categories based on statistical significance of gene expression pattern in the 3 replicates, allowing categorization into 12 possible patterns. Assignment to the 12 patterns was based only on the direction of significant gene expression change rather than degree of change (Figure 2). Global expression 'closeness' could then be estimated by comparing the number of probesets that fit each category.

This measure of global expression 'closeness' between conditions gave a result consistent with the Euclidean analysis, where the pattern categories with the largest number of probesets were those (patterns A and G in Figure 2) displaying an expression difference between pre-selection and selection (both positive and negative selection) but no difference between positive and negative selection. These are likely to represent genes that are developmentally regulated as part of the differentiation of immature DP cells into more mature early SP cells. 

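Pattern A held 771 probesets in the B10^k strain and pattern G 849, against 345 in B and C, 486 in H and I, 169 in D, E and L and 194 in J, K and F (overall F test and contrasts of limma, each at 0.05 unadjusted). Bach2, a repressor that keeps lymphocytes naive, is a pattern A gene, at 4.48 ± 0.51 log2 units (± standard error) from PreS in S+ and 4.05 ± 0.51 in S-, and Cd7, a surface glycoprotein that differs between them, a pattern B gene, at 4.24 ± 0.44 in S-. S+ and S- are each set against the same PreS arrays, so these 2 patterns gather any probeset on which the PreS arrays stand apart by chance, while patterns that need S+ and S- to differ rest on 3 arrays against 3. The paper takes probesets moving alike in S+ and S- to be probably a part of maturation, and it allows that some answer to TCR signals of either strength.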

Some may be induced or repressed by TCR signaling mechanisms that are unable to distinguish between TCR engagement by weak positively selecting agonists and the strong negatively selecting agonist. Pattern A comprised 531 probesets that were induced during maturation/selection, and pattern G comprised 692 probesets that were repressed. 

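S+ thymocytes of the B10^k strain held 848 signal units of Ccr7, the chemokine receptor of medullary entry, over a PreS level near background, a log2 fold change of 4.75 (standard error 0.29, limma adjusted p = 4.5e-07). S1pr1, which lets mature thymocytes leave, rose by 2.01 (standard error 0.24, limma adjusted p = 4.9e-05) and Il7r, the survival cytokine receptor, by 2.30 (standard error 0.31, adjusted p = 1.4e-04). The GTPase gene Gimap4 (Ian1) rose by 2.59 (limma adjusted p = 1.5e-05) in S+ and 2.00 (adjusted p = 3.0e-04) in S-, and Cd52, a surface glycoprotein, by 1.89 (adjusted p = 1.0e-04) and 1.62 (adjusted p = 7.0e-04). Egr2, an early TCR-induced transcription factor, rose by 1.59 (limma adjusted p = 0.00645) in S+ and 1.52 (adjusted p = 0.0123) in S-, its corepressor Nab2 by 1.54 (adjusted p = 0.00118) and 1.02 (adjusted p = 0.0267), and Zfp36l1, an mRNA-decay factor, by 1.85 (adjusted p = 0.00397) and 1.61 (adjusted p = 0.0134), although a further Zfp36l1 probeset gave 0.64 (adjusted p = 0.178) in S+. In S- the limma adjusted p of Egr2 was 0.0772 without B10 S- replicate 2 (0.00111 to 0.118 over its alternatives), of Nab2 0.116 and 0.160 without B10 S- replicates 1 and 2 (0.00386 to 0.515 over its alternatives) and of Zfp36l1 0.0550 and 0.0718 without B10 S- replicates 2 and 3 (0.00107 to 0.152 over its alternatives). Among known calcineurin and NFAT response genes 6 of 9 rose in S+ (6 adjusted over the list alone, median log2 1.59, limma camera adjusted p = 3.0e-04), and among TCR-induced early genes 11 of 20 (12 over the list alone, median 0.74, camera adjusted p = 2.4e-05, and adjusted p = 0.0511 with an estimated correlation). Genes induced by strong agonists rose already here, 13 of 22 higher and 2 lower (15 and 3 over the list alone, median 1.42, limma camera adjusted p = 9.6e-06).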

The induced genes included well established markers and mediators of maturity, *Tcr*, *Ccr7*, *S1P1 *and *IL7R*, and genes that are known to be targets of positive and negative selection TCR signals, such as the calcineurin-response genes *Ian1*, *Egr2 *and *CD52 *and ERK-response genes *Nab2 *and *Zfp36l1*. 

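Rag1 and Rag2, which cleave DNA for receptor rearrangement, fell in S+, with log2 fold changes of -3.22 (standard error 0.30, limma adjusted p = 6.4e-06) and -4.03 (adjusted p = 3.2e-04), and the pre-TCR chain gene Ptcra fell by 3.17 (adjusted p = 1.6e-05), while the S+ signal of Rag2 is near background, which makes its fall inexact. The coreceptor genes Cd8a and Cd8b1 had log2 fold changes of -3.06 (limma adjusted p = 7.7e-07) and -2.01 (adjusted p = 5.6e-04), and 4 of 6 genes of the CD8 lineage fell (4 adjusted over the list alone, median -1.10, camera adjusted p = 0.00127, and adjusted p = 0.0974 with an estimated correlation). Of 17 genes of pre-selection double positive cells 13 fell and 0 rose (13 fell over the list alone, median -2.36, limma camera adjusted p = 1.3e-11). Genes of the cell cycle fell too: 32 of 34 G2/M genes fell (32 over the list alone, median -3.20, limma camera adjusted p = 1.3e-39), as did 27 of 28 G1/S and DNA replication genes (28, median -2.32, camera adjusted p = 1.2e-27) and 4 of 4 histone genes (median -1.16, camera adjusted p = 4.8e-04).

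Cdc7, a kinase that fires replication origins, changed by -1.50 (limma adjusted p = 4.5e-04) in S+ and -1.00 (adjusted p = 0.0121) in S-, the S phase kinase Cdk2 by -1.29 (adjusted p = 0.0101) and -1.99 (adjusted p = 8.0e-04), its partner Cdk2ap1 by -0.86 (adjusted p = 0.00428) and -0.70 (adjusted p = 0.0222), and the G1 kinase Cdk4 by -0.64 (adjusted p = 0.0195) in S+, with -0.30 (adjusted p = 0.297) in S-. Other probesets gave -0.48 (adjusted p = 0.172) for Cdk2ap1 in S- and -0.67 (adjusted p = 0.0541) for Cdk4 in S+ (limma). With arrays left out the limma adjusted p of Cdc7 in S- was 0.0816 without B10 S- replicate 2 (0.00157 to 0.328 over its alternatives), of Cdk2 in S+ 0.0697 without B10 S+ replicate 2 (0.00445 to 0.0697 over its alternatives), of Cdk2ap1 in S- 0.0505 without B10 PreS TCR insHEL replicate 3 and 0.0940 and 0.104 without B10 S- replicates 1 and 3 (0.0108 to 0.225 over its alternatives) and of Cdk4 in S+ 0.0895 and 0.0652 without B10 S+ replicates 1 and 2 (0.00544 to 0.346 over its alternatives). Markers of other cells fell beside these genes, 3 of 8 B cell markers (median -0.92, limma camera adjusted p = 0.00156, and adjusted p = 0.178 with an estimated correlation).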

The repressed genes included *Rag1*, *preTαβ*, *CD8α *and *CD8β*, known to be involved in thymocyte maturation changes, and cell cycle genes *Cdc7*, *Cdk2*, *Cdk2ap1*, and *Cdk4*, which are consistent with the exit from cell cycle that accompanies maturation of early DP cells, which are cycling, into later DP and SP cells, which are non-cycling. The identification of these expected expression changes acts as an internal validation of the dataset.

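A set of 38 genes was taken from the paper's text on pattern A, not confined to the known regulators it lists, and 37 are measured here. Of these, 31 were higher in S+ than in PreS and 26 higher in S- (limma, 35 and 33 adjusted over the list alone). Their median log2 fold change was 1.59 in S+ and 1.44 in S-. Bcl3, which steers NF-kB dimers in the nucleus, and Irf4, which scales with TCR signal strength, stood at 125 ± 26.8 (SD, n = 3) and 315 ± 21.3 (SD, n = 3) in S+ against 4.72 ± 4.64 and 12.2 ± 8.78 in PreS (n = 6). The study chose these genes on the same arrays, so the tally is not independent evidence.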

As well as these previously identified markers of positive and negative selection, several important T cell regulatory genes were also found here to be upregulated in selection: those encoding nucleic acid binding proteins, such as *Bcl3 *[22], *Dicer1*[23], *Fosb *[24], *Hivep1 *[14], *Irf1 *[25], *Irf4 *[14], *Irf7 *[26], *JunB *[27], *Klf2 *[28], *Nfat5 *[29], *Rora *[30], *Stat1 *[13], and *Stat6 *[31]; signaling-associated genes *Ccnd2 *[14], *Evl *[32], *Hspa5 *[33], *Ly9 *[34], *Mcl1 *[35], *Ndfip1 *[33], *Psen2 *[36], *Rassf5 *[37], *Upf2 *[38] and *Zfpn1a *[39]; and those encoding receptors, such as *Crry *[40], *Gpr83 *[41], *2-K1 *[42], *Ms4a6b *[43], *Sema4a *[43], *Slamf1 *[43], *Tlr1 *[44], *Tnfsf11 *[45], and *Tslpr *[46].

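Of the paper's further pattern A genes 44 were taken, not the whole list, and 42 of them are measured. By limma 32 were higher than PreS in S+ and 24 in S- (38 and 35 adjusted over the list alone). Over all probesets 0 were lower, and over the list alone 1 was lower in S+. Ifih1, a sensor of viral RNA, had a log2 fold change of 1.82 (limma adjusted p = 8.3e-04) in S+ and 1.50 (adjusted p = 0.00508) in S-. The list was drawn up on these same arrays and is not independent evidence.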

Previously unassociated genes identified as part of this analysis are, therefore, excellent candidates for novel maturation markers, and include those encoding nucleic acid binding proteins, such as *1810007M14Rik*, *AA408868*, *Aptx*, *Arts1*, *D11Lgp2e*, *D1Ertd161e*, *Ddef1*, *Ddx19b (2810457M08Rik)*, *Dedd2*, *Dnmt3a*, *Elk3*, *Hnrpa1*, *Hrb*, *Ifih1*, *Isgf3g*, *Mxd4*, *Nab1*, *Rab8b*, *Rbms2*, *Rnaset2*, *Rpl12*, *Rpo1-1*, *Skil (9130011J04Rik)*, *Sp100*, *Tcf3*, *Tef*, *Trim21*, *Trim30*, *Wasl*, *Zbp1*, *Zcchc7*, *Zfp260*, *Zfp313*, and *Zfp445 (AW610627); *signaling-associated genes *Bin1*, *Dlgh1*, *Myd88*, *Nedd9*, *Pacsin1*, *Pscdbp*, *Sdc3*, *Shkbp1*, *Sytl2*, *Traf1*, *Vps28*, *Xpo6*; and those encoding receptors, such as *1810011E08Rik*, *Brd8*, *Cd9*, *Folr4*, *Ptger2*, *Ptgir*, *Sorl1*, and *Tlr2*. The complete set of genes identified in this category is listed in Additional data file 2.

The next largest pattern categories comprised probesets that were unique to positive selection, consistent with this condition being the most differentiated based on the Euclidean analysis. These categories (Figure 2) included genes that were induced (patterns B and C) or repressed (patterns H and I) during positive selection, but were either not altered at all during negative selection (C and I) or underwent a change of lesser magnitude but in the same direction (B and H). Genes in these categories are candidates for translating TCR engagement by weak agonists into survival and maturation rather than negative selection. However, this category will also include genes that are developmentally regulated at later stages of SP cell maturation, after CD69 induction and increased TCR surface expression, since negative selection will remove SP cells before reaching this stage. 

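Patterns B and C held 345 probesets in the B10^k strain, with a median log2 difference of -0.80 between S- and S+, for which they were chosen. Cd247 (CD3ζ), the signalling chain of the TCR, rose by 1.05 (standard error 0.21, limma adjusted p = 0.00380) from PreS to S+ and differed by -0.22 (adjusted p = 0.819) between S- and S+, and the gut-homing integrin chain Itgb7 changed by 1.88 (adjusted p = 1.3e-05) and differed by -0.45 (adjusted p = 0.467). A further Cd247 probeset gave 1.12 (limma adjusted p = 0.325) in S+.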

Patterns B and C comprised 278 probesets that were preferentially induced during positive selection, including the well established functional genes *CD3ζ *and the calcineurin-response gene *Itgb7*. Patterns H and I comprised 394 probesets that were preferentially repressed during positive selection, including developmental markers *Cxcr4*, *CD8α*, *CD24a*, *CD25*, and cell cycle genes *Cdc2*, *Cdc6*, *Cdc20*, *Cdc25b*, *Cdka2c *and *Myb*.

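Probesets of patterns H and I numbered 486, with a median log2 difference of 1.03 between S- and S+, for which they were chosen. Of the 10 genes named here all 10 were lower in S+ than in PreS by limma, and 4 were higher in S- than in S+ (10 adjusted over the list alone, a list the study chose on these arrays). Il2ra (CD25), the high-affinity IL-2 receptor chain, was higher in S- by 2.18 (standard error 0.23, limma adjusted p = 3.0e-04) and Cdk1 (Cdc2), the mitotic kinase, by 2.10 (adjusted p = 0.00531). Cxcr4, which keeps immature thymocytes in the cortex, fell by 3.15 (standard error 0.23, limma adjusted p = 9.9e-07) from PreS to S+, with a difference of 0.94 (adjusted p = 0.120) between S- and S+, and Cd24a, a surface marker of immature thymocytes, by 1.04 (adjusted p = 0.00565) with 1.04 (adjusted p = 0.0661), although the Cd24a probesets 1416034_at and 1437502_x_at gave 2.14 (adjusted p = 0.00578) and 1.46 (adjusted p = 0.0403). Cdc6, the helicase loader, differed between S- and S+ by 1.75 (limma adjusted p = 0.0711), Cdc25b, a phosphatase that opens mitosis, by 0.91 (adjusted p = 0.206) and Cdkn2c, a G1 inhibitor, by 0.67 (adjusted p = 0.186). The S+ signals of Il2ra, Cxcr4 and Cdc6 lie under 32, so the sizes of their differences are not exact. The anaphase activator Cdc20 was higher in S- by 1.62 (limma adjusted p = 0.0186) and the progenitor transcription factor Myb by 0.96 (adjusted p = 0.0251), against 0.99 (adjusted p = 0.0603) at a further Myb probeset. The limma adjusted p of Cdc20 was 0.0730 and 0.0675 without B10 S+ replicates 2 and 3 and 0.0853, 0.0573 and 0.0539 without B10 S- replicates 1, 2 and 3 (0.00144 to 0.134 over its alternatives) and that of Myb 0.0914 and 0.0745 without B10 S+ replicates 2 and 3 and 0.0966, 0.0509 and 0.0972 without B10 S- replicates 1, 2 and 3 (0.0118 to 0.143 over its alternatives).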

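Dbp, a clock-controlled transcription factor, rose by 1.16 (standard error 0.21, limma adjusted p = 0.00153) from PreS to S+ and was lower in S- than in S+ by -1.10 (adjusted p = 0.0363), with a further probeset at 0.47 (adjusted p = 0.217) and -0.83 (adjusted p = 0.214). Foxo1, which keeps T cells quiescent and drives Il7r, rose in S+ by 1.77 (limma adjusted p = 0.00106) and the β2 integrin gene Itgb2 by 1.17 (adjusted p = 3.2e-04), while Stam2, an endosomal adaptor, stood at 0.45 (adjusted p = 0.0766) and Il6ra, the IL-6 receptor, at 0.54 (adjusted p = 0.133), with a further Il6ra probeset at 3.19 (adjusted p = 0.00259). Between S- and S+ the differences of Foxo1, Stam2, Il6ra and Itgb2 were -0.93 (limma adjusted p = 0.292), -0.59 (adjusted p = 0.174), -0.24 (adjusted p = 0.818) and -0.29 (adjusted p = 0.652). For Dbp the limma adjusted p between S- and S+ was 0.112 and 0.104 without B10 S+ replicates 1 and 2 and 0.150 and 0.126 without B10 S- replicates 1 and 3 (0.0145 to 0.150 over its alternatives).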

As well as these previously identified markers of positive selection, a number of important T cell regulatory genes were also found here to be upregulated in positive selection: those encoding nucleic acid binding proteins, such as *Dbp *[33],*Foxo1 *[47] and *Zfp67 *[48]; the signaling-associated gene *Stam2 *[49]; and those encoding receptors, such as *Il6ra *[50] and *Itgb2 *[51].

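Foxp1, a forkhead factor that holds naive T cells quiescent, differed by -0.95 (standard error 0.22, limma adjusted p = 0.0506) between S- and S+, with a further probeset at -1.51 (adjusted p = 0.0141). Without S+ replicate 3 its limma adjusted p was 0.0484 (0.0265 to 0.199 over its alternatives). From this further list 29 genes were taken, not all of it, and 28 are measured. Of these 25 were higher in S+ than in PreS by limma (28 adjusted over the list alone) and 4 lower in S- than in S+ (22). The paper drew this list from the same arrays, so the tally is not independent evidence.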

Previously unassociated genes identified as part of this analysis are, therefore, excellent candidates for novel markers of positive selection, and include those encoding nucleic acid binding proteins, such as *Bhc80*, *Ddb2*, *Ezh1*, *Gata1*, *Pcbp4*, *Rbms1*, *Smarca2*, and *Trim26*, *Ddit3*, *Foxp1*, *Oas2*, *Tgif2*, and *Zfp467*; signaling-associated genes *Arrb1*, *Bcap31*, *Emid1*, *L1cam*, *Numb*, *Pea15*, *Rabip4*, *Rcbtb1*, *Rsn*, *Selpl*, and *Sh3gl1*; and those encoding receptors, such as *AA691260*, *D7Ertd458e*, *Frag1*, *Gpr97 Grina*, *Il6st*, *Paqr7*, *Robo3 *and *Sh2d3c*. The complete list (Additional data file 2) dramatically expands the set of candidate mediators and markers for understanding positive selection and SP cell maturation.

A smaller transcriptome of 246 probesets comprised genes that were preferentially or selectively induced or repressed during negative selection (patterns D, E, F, J, K, L in Figure 2), consistent with negative selection being closer to pre-selection in the global analysis. 

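S- thymocytes of the B10^k strain held more of the genes that strong TCR agonists induce: of 22 such genes measured, 8 were higher than in S+ (11 adjusted over the list alone), with a median log2 fold change of 0.68 (limma camera adjusted p = 1.7e-10). Rgs16, a brake on G protein signalling, led with 3.95 (standard error 0.61, limma adjusted p = 0.00531), then Xcl1, a chemokine that attracts dendritic cells, with 3.48 (adjusted p = 5.0e-04), Gadd45b, a stress and apoptosis regulator, with 2.75 (adjusted p = 9.7e-04), and Kit, the stem cell factor receptor, with 2.63 (adjusted p = 1.2e-04). With S+ signals under 32 for Xcl1 and Kit, the sizes of their differences are not exact. The Gadd45b probesets 1420197_at and 1450971_at gave 0.47 (limma adjusted p = 0.778) and 3.10 (adjusted p = 0.0514). The S- cells also held more mRNA for cell division, 24 of 34 G2/M genes (31 over the list alone, median 1.54, limma camera adjusted p = 3.0e-42), with the proliferation marker Mki67 at 3.01 (adjusted p = 5.0e-04). Single positive maturation genes lay above PreS by medians of 1.03 to 1.34 in S- arrays, against 1.60 to 1.74 in S+. Between arrays of the same day 1 and 4 of 22 were higher in S-. Pre-selection double positive genes lay at -2.10 to -1.60 in S- and -2.83 to -2.35 in S+. Whether a less mature state of the S- cells accounts for their cell division mRNA was not tested. Lower in S- were Aqp9, a glycerol channel, at -2.21 (limma adjusted p = 0.00140), and Cd4, the coreceptor, at -1.71 (adjusted p = 0.0193). In all, limma called 166 probesets higher and 48 lower in S- than in S+ (3 arrays against 3), a total of 214 that was 97, 118 and 135 without S- replicates 1, 2 and 3, 137 without S+ replicate 2, and 113 with hybridization day as a block. At an unadjusted p under 0.05, 762 of 1499 were higher in S-, an even balance. For Cd4 the limma adjusted p was 0.0674 and 0.0622 without B10 S+ replicates 1 and 3 and 0.0839 without B10 S- replicate 1 (0.00373 to 0.0839 over its alternatives). Markers of NK and gamma-delta T cells were higher in the same S- arrays, with a median of 0.80 and 1 of 6 past the threshold (3 over the list alone; limma camera adjusted p = 0.00286), although the sort for CD4 and the 1G12 clonotype would leave such cells out. The marker that passed, Gzma, a granule protease, had signals of 408 ± 203 (SD, n = 3) in S+ and 1694 ± 259 (SD, n = 3) in S- but 2869 ± 542 (SD, n = 6) in PreS, where it does not single out such cells. Patterns D, E, F, J, K and L together held 363 probesets. The paper reads the small size of this set beside the distances and proposes its members as mediators or markers of negative selection.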

Genes in these categories are candidate mediators or markers of negative selection and thymocyte apoptosis. Pattern categories E and K were selectively induced or repressed during negative selection, showing no change in expression between pre-selection cells and positive selection. 

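Pattern E held 105 probesets in the B10^k strain. At probeset 1426334_a_at Bcl2l11 (Bim), the BH3-only killer protein that thymocyte deletion needs, was higher in S- than in S+ by 1.74 (standard error 0.30, limma adjusted p = 0.00861), with signals of 19.0 ± 5.04 (SD, n = 6) in PreS, 26.6 ± 0.950 (SD, n = 3) in S+ and 91.5 ± 14.6 (SD, n = 3) in S-, the first 2 near background. At probeset 1456006_at the difference was 1.44 (limma adjusted p = 0.189), and 0.59 and 0.94 between arrays hybridized on the same day. Ccr6, a chemokine receptor of activated cells, differed by 0.65 (limma adjusted p = 0.224) between S- and S+.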

Pattern E comprised 87 probesets, including the TCR-induced pro-apoptotic gene *Bim *(*Bcl2l11*), which has previously been shown to be induced selectively during negative selection in this system and is an essential mediator of negative selection, and activation markers such as *Ccr6*.

Genes in patterns D and J were induced or repressed more strongly in negative than positive selection. Probesets in these categories are likely to include genes that report the quantitative differences in TCR signaling thought to differentiate strong TCR engagement by negative selecting agonists from weak engagement by positively selecting agonists. Pattern D comprised 48 probesets, including the gene encoding the thymocyte apoptosis-inducing transcription factor, *Nur77*, markers of activated T cells or regulatory T cells, *Gitrd*, *Ox40 *and *41bb*, and the ERK-response gene *Fos*. 

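Pattern D held 56 probesets. Nr4a1 (Nur77), an orphan nuclear receptor that can kill thymocytes, rose from PreS to S+ by 2.30 (standard error 0.26, limma adjusted p = 3.6e-05) and differed by 1.13 (adjusted p = 0.0946) between S- and S+, with 1.12 and 0.96 between arrays of the same day. The TNF receptor family genes of activated and regulatory T cells were higher in S- than in S+ by 1.06 (limma adjusted p = 0.0301) for Tnfrsf18 (Gitr), 1.33 (adjusted p = 0.0192) for Tnfrsf4 (Ox40) and 1.91 (adjusted p = 0.0434) for Tnfrsf9 (4-1BB), where a further Tnfrsf9 probeset gave 0.02. Fos, an AP-1 subunit of the ERK response, differed by 0.70 (limma adjusted p = 0.354). The limma adjusted p of Tnfrsf18 was 0.0837, 0.0827 and 0.0640 without B10 S+ replicates 1, 2 and 3 and 0.0797, 0.136 and 0.0750 without B10 S- replicates 1, 2 and 3 (0.0151 to 0.196 over its alternatives), of Tnfrsf4 0.0790 without B10 S+ replicate 2 and 0.0677 and 0.0728 without B10 S- replicates 2 and 3 (0.00774 to 0.0869 over its alternatives) and of Tnfrsf9 0.110, 0.126 and 0.0775 without B10 S+ replicates 1, 2 and 3 and 0.121, 0.108 and 0.156 without B10 S- replicates 1, 2 and 3 (0.0157 to 0.156 over its alternatives).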

Category F and L comprised a small number of probesets that exhibited a change in expression during negative selection that was in the opposite direction to that induced during positive selection. 

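Il2ra (CD25) stood at 110.3 ± 24.2 (SD, n = 6) in PreS, 23.8 ± 4.75 (SD, n = 3) in S+ and 109 ± 8.65 (SD, n = 3) in S- thymocytes. The level thus fell in positive selection (log2 fold change -2.29 (limma adjusted p = 3.4e-06)), to an S+ signal near background that leaves the size inexact. S- and PreS differed by -0.11 (limma adjusted p = 0.784), and by 0.93 (adjusted p = 0.0267) at a further probeset. Cd24a, which marks immature cells, changed from PreS to S- by 0.01 (limma adjusted p = 0.989) and Anxa4, a calcium-dependent membrane-binding protein, by 0.52 (adjusted p = 0.127), and Anxa4 differed by 0.94 (adjusted p = 0.0670) between S- and S+.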

Pattern L includes genes such as *CD25*, *CD24a *and *Annexin A4*.

Overall, the negative selection transcriptome is quite small: 144 induced probesets, and 102 repressed probesets. By contrast, positive selection of early DP thymocytes into early SP thymocytes induced 809 probesets and repressed 1,086 probesets - a transcriptional program that is eight-fold larger. 

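Some genes were called in 1 program only: Xcl1, a chemokine of negative selection, and Kit, the stem cell factor receptor, stood at -0.24 (limma adjusted p = 0.685) and -0.15 (adjusted p = 0.691) from PreS to S+, while Bcl3, an NF-kB cofactor, and Gpr83, a receptor of regulatory T cells, differed by 0.15 (adjusted p = 0.978) and -0.96 (adjusted p = 0.668) between S- and S+. Others took part in both, as did Sgo1 and Mki67, genes of mitosis and proliferation that fell from PreS to S+ and were higher in S- than in S+. Patterns A, B and C held 1116 probesets induced in positive selection and patterns G, H and I 1335 repressed, against 169 and 194 that set negative selection apart, a ratio of 6.75 that was 3.56 with hybridization day as a block. The ratio compares sets found with unequal numbers of arrays: S+ is set against 6 PreS arrays, and S- against 3 S+ arrays.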

A complete list of the positive and negative selection transcriptomes, all the genes falling into patterns A to L, in the B10^k ^strain is given in Additional data file 2.

### Genomic localization of gene expression changes induced by selection on the B10^k ^background

Recent studies have found that sets of genes induced by similar stimuli can co-localize in genomic clusters [52]. To determine if positive or negative selection likewise work by the activation or suppression of broad clusters of genes we queried the data to identify cytogenetic bands with a significantly increased proportion of induced or repressed genes, normalized to their gene density.

Focusing first on genes associated with positive selection, there is evidence for a small degree of gene expression change by cytogenetic band. Six cytogenetic bands were broadly suppressed upon positive selection, and no cytogenetic bands were broadly activated. Of the six altered cytogenetic bands, three meet stringent false discovery rates, 12F, 3B and 2F (Table 1).

The gene expression changes induced upon negative selection, by contrast, are highly localized. While the global difference (Euclidian distance) between positive selection and negative selection is only half that of positive selection to pre-selection (Figure 1), a greater number of cytogenetic bands show enrichment of gene expression differences. That is, while fewer genes were changed, and with a lesser magnitude, in positive selection when compared to negative selection than in positive selection compared to pre-selection, the genes that were differentially expressed were highly co-localized to certain genomic regions. One region was broadly activated in response to negative selection, 2F, while seven regions were broadly suppressed upon negative selection, of which two meet stringent false discovery rates, 11E and 6B (Table 1). Region 2F is also of interest because it is a region that contains a cluster of genes that decreased in expression during positive selection (Figure 3a), and a cluster of genes that increased in expression during negative selection (Figure 3b). 

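Within the stretch of chromosome 2 from Dut to Esf1, 58 genes are measured, and 8 fell and 2 rose from PreS to S+ while 2 rose and 0 fell from S+ to S- (limma). The 2 that rose in negative selection are Smox, a polyamine oxidase whose product damages DNA, at 1.33 (standard error 0.23, limma adjusted p = 0.00918), and Bub1, a spindle checkpoint kinase, at 3.12 (adjusted p = 0.00470), with a further Bub1 probeset at 0.97 (adjusted p = 0.200). Bcl2l11 (Bim), of the same stretch, was counted at probeset 1456006_at, where it did not pass. At probeset 1426334_a_at it was higher in S- and passed. The mean log2 difference over the stretch was -0.25 from PreS to S+ (camera p value of 0.0784, 0.168 with an estimated correlation and 0.00195 by rotation, which tests against no change and not against other genes) and 0.22 from S+ to S- (camera p value of 0.0138, 0.0652 with an estimated correlation and 0.0167 by rotation), and 34 of 58 genes were higher in S-. Bub1 had an S+ signal under 32, so its difference is not exact. Of 6674 stretches of as many genes along the genome, 98.4 percent had a lower mean t statistic. On the 50 genes that the paper does not name the S- against S+ p value was 0.390. The paper chose the named genes for their change on these arrays, so this value was bound to be weaker and decides nothing. On all 58 genes the p value was 0.0513 without S+ replicate 2 (0.00333 to 0.0513 over single arrays left out).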

The induced and repressed clusters are, however, largely distinct, with little correlation (Figure 3d). 

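Bub1, a spindle checkpoint kinase, fell by 4.69 (standard error 0.41, limma adjusted p = 3.4e-06) on the log2 scale from PreS to an S+ signal near background, which leaves the size inexact, while Smox, the spermine oxidase, stood at 0.81 (adjusted p = 0.0124) in S+, with an adjusted p of 0.0701 without B10 S+ replicate 3 (0.00371 to 0.130 over its alternatives). Over the 58 genes the correlation between the S+ against PreS and S- against S+ changes was -0.49 (r² 0.241). Both changes use the same S+ arrays, with opposite sign, and noise in those arrays alone would give a mean correlation of -0.57, while the covariance was -0.324 against -0.0750 from noise.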

Of significance, the key pro-apoptotic gene *Bim *is encoded within 2F. *Bim *is controlled at least partially by chromatin structure, as histone deacetylase inhibition allows the spontaneous induction of *Bim *followed by apoptosis [53]. Of the 2F probesets changed by negative selection in the B10^k ^strain, the highest level of upregulation is observed in *Dut*, *Cops2*, *Dusp2*, *Bub1*, *Bim*, *Mertk*, *Smox*, *6330527O06Rik*, *LOC545465 *and *2610101J03Rik*. Similarly, the 2F probesets with the greatest defects in upregulation in the NOD^k ^strain are *Cops2*, *Galk2*, *Bub1*, *Bim*, *1600015H20Rik*, *IL1a*, *Smox*, *Bmp2*, *Hao1*, *6330527O06Rik *and *2610101J03Rik*. These data generate the hypothesis that the cytogenetic band 2F contains a concentration of apoptotic initiators for negative selection that may be coregulated by chromatin structure.

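Of these 10 genes 7 are measured, 2 higher in S- than in S+ by limma (6 adjusted over the list alone, a list the study chose on these arrays). With any probeset of a gene counted 3 were higher, Bcl2l11 (Bim) among them at probeset 1426334_a_at. Dut, which keeps uracil out of DNA, differed by 1.03 (limma adjusted p = 0.136), Cops2, a COP9 signalosome subunit, by 1.53 (adjusted p = 0.318), and Dusp2, a phosphatase that switches off ERK, by 1.27 (adjusted p = 0.310). A further Dut probeset gave -0.99 (limma adjusted p = 0.624).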

### Global gene expression changes induced upon positive and negative thymocyte selection in the NOD^k ^strain

In parallel with the above analyses of negative and positive selection in B10^k ^mice, the same cell subset markers, sorting methods, and mRNA labeling and hybridization to microarrays were applied to pre-selection (PreS), early positive selection (S+) and early negative selection (S-) thymocytes from TCR and TCR insHEL animals on the NOD.*H2*^k ^strain background. This allowed developmentally matched, homogeneous populations of T cells to be traced during positive and negative selection using the same TCR and self peptide-MHC ligands, but carrying all the NOD genomic differences from B10 with the exception of the congenically matched *H2*^k ^haplotype.

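The NOD^k strain was measured on 12 arrays of the same design and chip lot, 3 for each of PreS from TCR mice, PreS from TCR insHEL mice, S+ and S-. All 24 arrays of the study were hybridized on 9 days, and samples of a group were spread over days. In NOD^k, however, no day held both PreS and S- arrays. RNA length differed between arrays: the ratio of 3' to 5' signal of Actb, which rises when transcripts are shortened, had a median of 2.84 in B10^k PreS, 2.17 in S+ and 2.04 in S-, against 7.76, 30.6 and 3.60 in NOD^k. It was highest in NOD^k S+ replicate 1 (55.7), PreS insHEL replicate 1 (32.5) and S+ replicate 2 (30.6), and was 2.49 in S+ replicate 3. By Gapdh, a second control transcript, B10^k S+ replicate 1 stood at 29.4 (8.89 by Actb), close to NOD^k PreS insHEL replicate 1 at 28.9. The first component of the deviations within groups held 31.8 percent of their variance. It had a correlation of 0.979 with the mean log2 ratio of the control transcripts Actb and Gapdh. An exact permutation test of that mean between strains in PreS gave p = 0.0714. Strains were compared at each stage with limma in the same way as stages within a strain, and a test of the strain difference in S- against S+ was added.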

The global gene expression differences between pre-selection DP cells and early SP cells undergoing positive or negative selection were first used to compare these states by Euclidian distance (Figure 1). 

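From PreS to S+ the NOD^k cells changed the genes named here in the same direction as the B10^k cells, with a smaller fall of Rag1: Ccr7, the medullary homing receptor, rose by 4.69 (standard error 0.42, limma adjusted p = 5.3e-05) and Rag1, the recombinase, fell by 1.83 (adjusted p = 0.00198), the rise of Ccr7 being from a PreS signal near background. Over all probesets the changes of the 2 strains had a correlation of 0.718. The Euclidean distance from PreS was 33.0 to S+ and 32.3 to S- in NOD^k, where replicate spread alone would give 18.4 and 13.3, and 27.4 and 29.5 with that part subtracted. Without NOD^k S+ replicate 3 the distance to S+ was 40.2.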

The difference between pre-selection and positive selection thymocytes was similar on the NOD^k ^background (23.4 units) to that observed on the B10^k ^background (26.7). On the NOD background, however, there was much less difference between positive and negative selection, with the Euclidean distance between these states decreased from 13.9 in B10^k ^to 8.9 in NOD.

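Tnfrsf9, an activation receptor, Kit, the stem cell factor receptor, and Il2ra, the IL-2 receptor chain, differed between S- and S+ by 1.50 ± 0.53, 1.43 ± 0.33 and 1.09 ± 0.33 log2 units (± standard error) in NOD^k, each less than in B10^k. The distance between S+ and S- over all probesets was 20.9 in NOD^k and 21.0 in B10^k. Replicate spread alone would give 18.2 and 16.5, and with it subtracted the distances were 10.2 and 12.9, a ratio of 0.788. The NOD^k distance was 32.2 without S+ replicate 3, and the jackknife SD over arrays left out was 10.9 for NOD^k and 2.22 for B10^k.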

Individual gene expression differences between pre-selection, positive selection and negative selection on the NOD background were categorized into the same 12 patterns, as conducted above for the equivalent cells from B10 strain animals (Figure 2).

Focusing first on patterns A and G, representing probesets that were induced or repressed equivalently during positive or negative selection, these categories contain the largest number of genes that were induced (787 probesets) or repressed (994 probesets), which are comparable to the numbers observed for these categories in the B10 strain (Figure 2). 

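Between PreS and S+ 787 probesets rose and 1112 fell in the NOD^k strain, and between PreS and S- 708 rose and 729 fell (limma, 3 arrays against 6). Of 22 single positive maturation genes 13 rose and 1 fell in S+ (15 and 2 adjusted over the list alone, median log2 1.39, limma camera adjusted p = 3.7e-07), and 9 of 17 double positive genes fell (12 over the list alone, median -0.92, camera adjusted p = 3.7e-07). G2/M genes fell, 26 of 34 (30 over the list alone, median -1.62, limma camera adjusted p = 4.7e-21), and so did G1/S genes, 21 of 28 (24, median -1.44, camera adjusted p = 8.7e-17). NF-kB targets rose, 6 of 11 (7, median 1.69, limma camera adjusted p = 4.6e-06), with 8 of 22 strong-agonist genes (10, median 0.93, camera adjusted p = 2.0e-05) and 8 of 12 regulatory T cell genes (8, median 1.63, camera adjusted p = 6.7e-07). Pattern A held 1091 probesets and pattern G 1151, each resting on the same PreS arrays for S+ and S-. The S+ total was 823, 720 and 3046 without S+ replicates 1, 2 and 3, and the S- total 751, 787 and 592 without S- replicates 1, 2 and 3. With hybridization day as a block the totals were 5 and 0. In NOD^k no day held both PreS and S- arrays, and only day 3 held PreS and S+ arrays, 1 of each. The block thus cannot tell day from stage here, and the loss does not show that day is the cause. In S+, the group with the highest 3' to 5' ratios, 4 of 15 macrophage and dendritic cell markers rose (5, median 0.78, limma camera adjusted p = 1.6e-04, and adjusted p = 0.216 with an estimated correlation).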

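In NOD^k thymocytes Il7r, a receptor of survival signals, rose by 3.79 (standard error 0.35, limma adjusted p = 5.5e-05) in S+ and 3.11 (adjusted p = 1.1e-04) in S-, and Gimap4 (Ian1), a GTPase, by 2.93 (adjusted p = 7.8e-05) and 2.50 (adjusted p = 1.2e-04). Egr2, the early growth response factor, rose in S+ by 2.60 (limma adjusted p = 9.7e-04), where a further probeset gave 1.00 (adjusted p = 0.154), and Cd52, a surface glycoprotein, from a signal of 2251 ± 738 (SD, n = 6) in PreS to 4283 ± 1062 (SD, n = 3) (adjusted p = 0.0427). For Nab2, which binds Egr factors, the S+ change was 1.68 (limma adjusted p = 8.0e-04), and for Zfp36l1, an mRNA-decay factor, 2.46 (adjusted p = 0.00249), with a further Zfp36l1 probeset at 0.71 (adjusted p = 0.108). The limma adjusted p of Cd52 was 0.0568 and 0.0750 without NOD PreS TCR replicates 1 and 3, 0.0505 and 0.0651 without NOD PreS TCR insHEL replicates 2 and 3, and 0.132 and 0.202 without NOD S+ replicates 1 and 2 (0.00511 to 0.808 over its alternatives).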

Again, category A includes genes that are developmentally increased during maturation from DP to SP cells, such as *IL7R*, and genes that are induced by TCR signals during positive and negative selection, such as calcineurin-response genes *Ian1*, *Egr2 *and *CD52 *and ERK-response genes *Nab2 *and *Zfp36l1*. In total, 240 of the probesets assigned to category A in NOD were also assigned to this category in B10. 

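Pattern A was shared by 353 probesets of the 2 strains, of 771 in B10^k and 1091 in NOD^k, where independent lists of these sizes would share 65.5. With hybridization day as a block both lists and the shared number were much smaller, as listed in the closing sections. For NOD^k that block cannot tell day from stage. Ccr7, the chemokine receptor, and S1pr1, the egress receptor, had S- levels of 403 ± 28.0 (SD, n = 3) and 139.9 ± 17.4 (SD, n = 3) in B10^k and 624 ± 51.5 (SD, n = 3) and 242 ± 135 (SD, n = 3) in NOD^k.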

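For Ccr7, the medullary homing receptor, the NOD^k level differed from B10^k by -0.73 ± 0.44 log2 units (± standard error) in S+ and 0.60 ± 0.44 in S-. Of the 771 B10^k pattern A probesets, 49 (6.36 percent) differed between the strains in both S+ and S- (limma, unadjusted 0.05).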

The stringent cut-offs used to assign probesets to pattern categories underestimated the similarity of gene expression during DP to SP maturation on the two strain backgrounds, because only 39 of the 531 pattern A probesets in B10 thymocytes have significantly different values from NOD for the corresponding cell types. Likewise, genes that were decreased during maturation (pattern G) included expected developmentally regulated genes such as *Rag1*, *Cd8α*, *PreTα *and cell cycle genes. Of the 692 B10 pattern G probesets, only 56 have significantly different values to NOD for both positive and negative selection. Thus, the NOD background had little effect on gene expression changes associated with early SP maturation from pre-selection DP cells.

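Rag1 and Ptcra, genes of receptor assembly that mark pattern G, differed between the strains by 0.56 ± 0.35 and 0.31 ± 0.37 log2 units (± standard error) in S-. Of the 849 B10^k pattern G probesets, 104 (12.2 percent) differed between strains in S-, and 64 (7.54 percent) in both S+ and S- (limma, unadjusted 0.05), a number that was 41 without B10^k S- replicate 2.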

By contrast, the NOD background has markedly reduced numbers of genes with expression patterns that differentiate negative from positive selection (patterns B to F and H to L), consistent with the smaller Euclidean distance between these two states in the global analysis. Thus, of the patterns with increased expression in both positive and negative selection (A, B, D), 79% show the same degree of regulation during positive and negative selection (assigned to pattern A) in B10^k ^mice, but 94% show the same degree of regulation in NOD^k ^mice (with NOD^k ^pattern A containing many probesets assigned to patterns B or C in B10^k ^mice). Likewise, of the patterns with decreased expression in both positive and negative selection (G, H, J), 72% show the same degree of regulation (assigned to pattern G) in B10^k ^mice, but 95% show the same degree of regulation in NOD^k ^mice. 

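In the NOD^k strain no probeset differed between S- and S+ at an adjusted p under 0.05 (limma, 3 arrays against 3, smallest adjusted p = 0.111), with 565 at an unadjusted p under 0.05 and 641.9 expected by chance; the methods' t-test gave 0 and 518. The genes of cell division that set S- apart in B10^k did not do so here: Mki67, a marker of dividing cells, had signals of 503 ± 75.1 (SD, n = 3) in NOD^k S+ and 344 ± 73.1 (SD, n = 3) in S-, against 97.2 ± 39.8 (SD, n = 3) and 716 ± 39.6 (SD, n = 3) in B10^k. Whether the 2 strains differ in the change from S+ to S- was tested directly, and 19 probesets passed in limma, 17 of them with a smaller rise or a fall in NOD^k, among them Mki67 at -3.63 (standard error 0.57, adjusted p = 0.00426), and, chosen after the values were seen, Cks2, a partner of mitotic kinases, at -3.33 (adjusted p = 7.1e-04) and -2.35 (adjusted p = 6.9e-04) for its probesets. G2/M genes carried this difference, with 7 of 34 lower (28 adjusted over the list alone, median log2 -1.68, limma camera adjusted p = 6.2e-39). Of these genes 15 were already higher in NOD^k than in B10^k at S+ (26 over the list alone, median 1.30, camera adjusted p = 2.2e-20). Macrophage and dendritic cell markers were higher in the same NOD^k S+ arrays (median 1.34), a list call that was lost with an estimated correlation. Strong-agonist genes leaned to S- in NOD^k as a group, 18 of 22 with a positive change (median 0.75, limma camera adjusted p = 3.5e-07, and adjusted p = 0.116 with an estimated correlation), though none passed singly (3 over the list alone). Patterns B to F and H to L held 367 probesets in NOD^k and 1194 in B10^k, an order that turns round without NOD^k S+ replicate 3, where NOD^k patterns H and I alone held 1129. Leaving out NOD^k S+ replicate 3, whose 3' to 5' ratio was far below that of the other S+ arrays, gave 171 probesets between S- and S+. Array weights, which gave that array 0.254, called 1794 between S- and S+ and many more in the direct strain test. Both results are weighed in the closing sections. The direct test gave 47 without B10^k S+ replicate 1, 10 without NOD^k S+ replicate 1, 161 without NOD^k S+ replicate 3, 11 without B10^k S- replicate 1, and 12 and 11 without NOD^k S- replicates 2 and 3. Of B10^k differences added to NOD^k arrays by simulation, limma recovered 69 of 214 at full size and 0 at 0.5 of it.

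**Figure D1:**
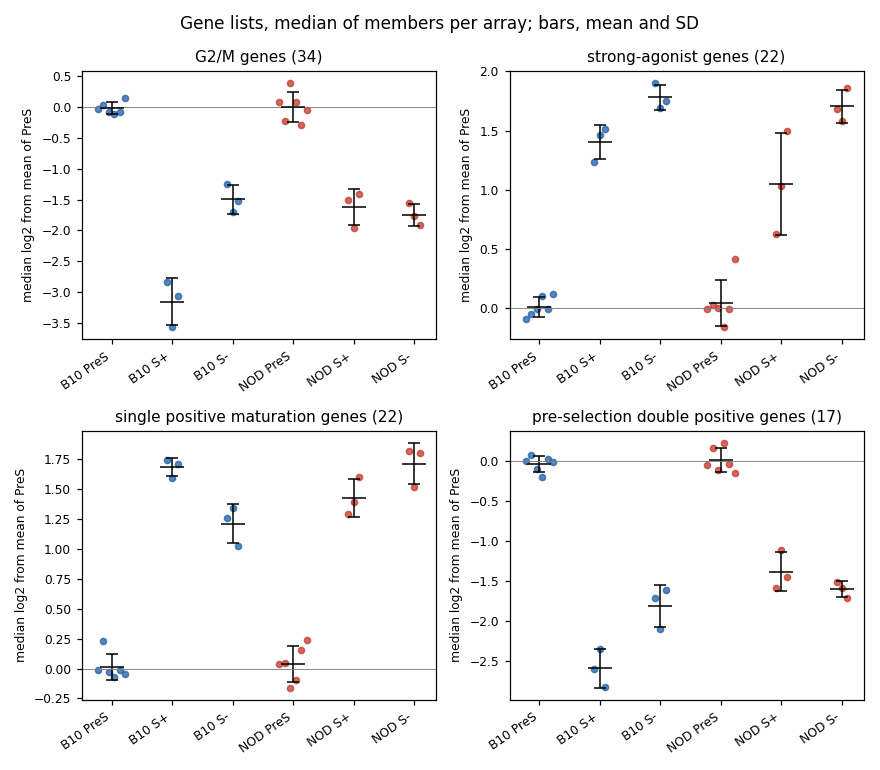
Median log2 difference of each gene list from the mean of the PreS arrays of its strain (vertical axis), by array, in PreS (6 arrays), S+ and S- (3 each) of B10^k (blue) and NOD^k (red); points are arrays, bars mean and SD. The G2/M list fell to -3.57 to -2.83 in B10^k S+ and -1.71 to -1.25 in S-, against -1.95 to -1.41 and -1.91 to -1.56 in NOD^k.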

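Induced probesets (patterns A, B and D) were equal in S+ and S- for 85.6 percent in B10^k and 96.1 percent in NOD^k, the latter 86.7 without NOD^k S+ replicate 3. Of the 345 probesets in B10^k patterns B and C, 195 were in NOD^k pattern A. The median log2 difference between S- and S+ over all 345 was -0.80 in B10^k and 0.04 in NOD^k, but they were chosen for that difference on the B10^k arrays, and a smaller value in other arrays follows in part from the choice. Cd4, the coreceptor, lower in B10^k S- than in S+, differed by -0.43 ± 0.28 log2 units (± standard error) in NOD^k.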

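Repressed probesets (patterns G, H and J) were equal in S+ and S- for 74.9 percent in B10^k and 96.1 percent in NOD^k, the latter 76.2 without NOD^k S+ replicate 3. NOD^k pattern G took in 301 of the 486 probesets of B10^k patterns H and I, and over all 486 the median log2 difference between S- and S+ was 1.03 in B10^k, where they were chosen for it, and 0.00 in NOD^k. Cxcr4, which holds thymocytes in the cortex, illustrates it: at S+ its level was 26.4 ± 7.56 (SD, n = 3) in B10^k and 155 ± 72.0 (SD, n = 3) in NOD^k, a log2 difference of 2.46 (limma adjusted p = 2.3e-04) whose size is not exact, the B10^k level being near background.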

By this assessment, positive and negative selection are less distinct in NOD^k ^mice than in B10^k ^mice.

Focusing specifically on genes that were preferentially or selectively induced (patterns D, E, L) or repressed (J, K, F) during negative selection revealed a global dampening of the negative selection response in the NOD background (Figure 4). 

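Among the probesets of B10^k patterns D, E and L the median log2 difference between S- and S+ was 1.09 in B10^k and 0.35 in NOD^k, and 75.1 percent moved the same way in NOD^k. For patterns J, K and F the medians were -0.86 and 0.02, with 47.9 percent moving the same way. Between arrays hybridized on the same day the D, E and L medians were 1.15 and 0.92 in B10^k and 0.28 and 0.34 in NOD^k. Rgs16, a G protein regulator, Gadd45b, a stress gene, and Xcl1, a chemokine, the leading genes of B10^k, differed between NOD^k S- and S+ by 1.17 ± 0.68, 1.16 ± 0.43 and 0.88 ± 1.02 log2 units (± standard error). The probesets were chosen for a large difference in B10^k, which by itself makes a smaller one in any other arrays more probable: probesets chosen in the same way on NOD^k had medians of 1.05 in NOD^k and 0.10 in B10^k.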

Patterns D, E, and L, comprising probesets that were induced during negative selection either selectively (E, L) or to higher levels than during positive selection (D), contained only 66 probesets in NOD mice, whereas these sets were more than twice as large (144 probesets) on the B10 background. Moreover, of the 144 B, E or L probesets that were specifically induced during negative selection in B10 mice, 137 were diminished in expression during negative selection in NOD mice, 112 by more than 20% and 82 by a significant amount (Figure 4a). Thus, as noted previously, *Bim *induction (category E in B10) is undetectable in NOD thymocytes, while *Nur77 *induction (category B in B10) is greatly diminished.

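Patterns D, E and L held 83 probesets in NOD^k and 169 in B10^k, with 26 in both strains where independent lists would share 1.09. Smox, the spermine oxidase, is an example, in pattern E in NOD^k with signals of 81.2 ± 6.75 (SD, n = 6) in PreS, 118 ± 15.4 (SD, n = 3) in S+ and 192 ± 44.0 (SD, n = 3) in S-. The NOD^k number was 127 without PreS insHEL replicate 1, 50 and 317 without S+ replicates 1 and 3, and 35 without S- replicate 3.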

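Of 169 probesets induced in B10^k negative selection, 159 (94.1 percent) were lower in NOD^k S- than in B10^k S-, 136 by more than 20 percent and 100 at an unadjusted p under 0.05, and 0 were higher at that threshold. Swap70, a signalling adaptor of the actin cytoskeleton, differed between NOD^k S- and B10^k S- by -1.66 (standard error 0.32, limma adjusted p = 0.00421), and Rgs16, a brake on G protein signalling, by -1.68 (adjusted p = 0.242), with a further Rgs16 probeset at -2.60 (adjusted p = 0.0267). The strong-agonist genes were lower as a group (1 of 22 singly, 8 adjusted over the list alone, median -0.58, limma camera adjusted p = 1.3e-05). Their median change from S+ to S- was 0.75 in NOD^k and 0.68 in B10^k. Over the alternatives it ran from 0.48 to 0.81 in NOD^k and from 0.58 to 1.06 in B10^k, so the order of the strains is not settled. Between arrays of the same day it was 0.90 and 0.43 in NOD^k and 0.85 and 0.69 in B10^k. When B10^k S- arrays that had no part in the choice were compared, the share was 80.6, 83.3 and 84.0 percent, and for the reverse choice in NOD^k 53.0 percent (44 of 83) were lower in B10^k, or 56.3, 40.6 and 37.1 percent when NOD^k S- arrays without part in that choice were compared.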

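At probeset 1426334_a_at Bcl2l11 (Bim), the BH3-only killer, differed between NOD^k S- and B10^k S- by -1.61 (standard error 0.27, limma adjusted p = 0.00118), and in NOD^k it differed by 0.11 (adjusted p = 0.933) between S- and S+, with NOD^k signals near background that make these sizes inexact. At probeset 1456006_at the NOD^k difference between S- and S+ was 1.17 (limma adjusted p = 0.803) and that between strains in S- -1.16 (adjusted p = 0.191). Nr4a1 (Nur77), the apoptosis-linked nuclear receptor, differed between S- and S+ by 0.86 (limma adjusted p = 0.803) in NOD^k and 1.13 in B10^k. Tested against each other, the strain changes differed by -1.64 (limma adjusted p = 0.0848) and -0.27 (adjusted p = 0.924) for the Bcl2l11 probesets and -0.27 (adjusted p = 0.896) for Nr4a1. Between arrays of the same day the NOD^k differences were 0.94 and 0.74 for Nr4a1 and 1.41 and 0.52 for Bcl2l11 at 1456006_at. Between the S- arrays of day 1, NOD^k differed from B10^k by 0.03 for Bcl2l11 at 1456006_at and by -0.75 for Nr4a1. At 1426334_a_at the same arrays had Bcl2l11 signals of 102.5 in B10^k and 29.7 in NOD^k, the latter near background. They differed by -1.20 for Smox, -1.66 for Id1 and -0.94 for Pdcd1.

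**Figure D2:**
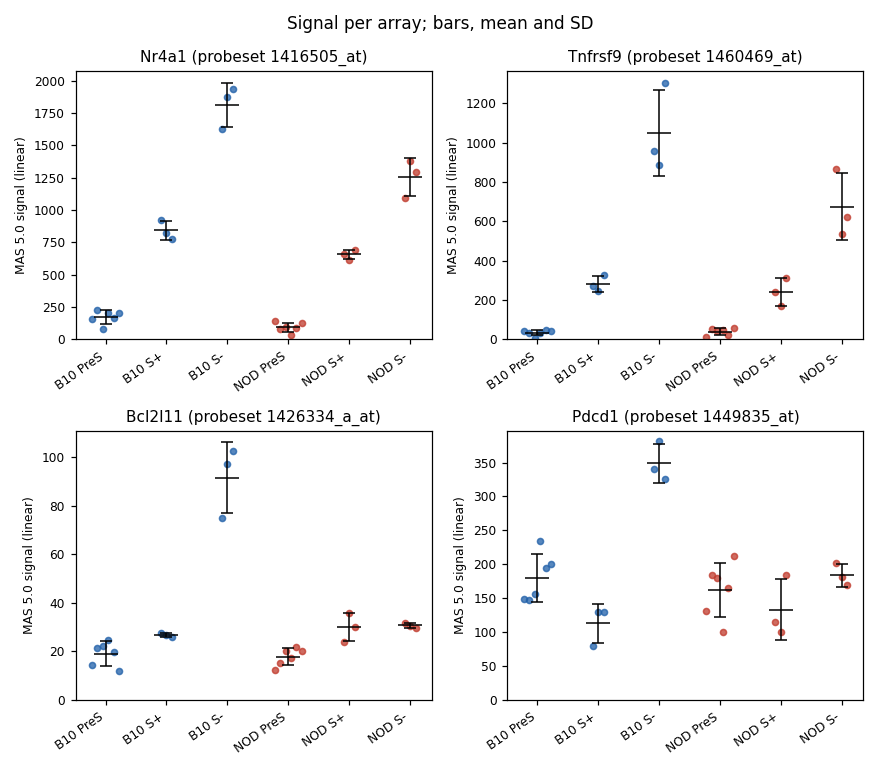
MAS 5.0 signal on a linear scale (vertical axis) of Nr4a1, Tnfrsf9, Bcl2l11 and Pdcd1, by array, in PreS (6 arrays), S+ and S- (3 each) of B10^k (blue) and NOD^k (red), with bars for mean and SD. Nr4a1 in S- was 1813 ± 167 in B10^k and 1256 ± 146 in NOD^k (n = 3), and Tnfrsf9 1049.8 ± 221 and 675 ± 170.3.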

Similarly, genes that were selectively decreased in negative selection (patterns J, K, F) accounted for only 46 probesets in the NOD strain compared to 102 in B10. 

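Patterns J, K and F held 68 probesets in NOD^k and 194 in B10^k, the NOD^k number being 33 and 234 without S+ replicates 1 and 3. Aqp9, a glycerol channel that is lower in S- than in S+ in B10^k, differed by -0.20 ± 0.54 log2 units (± standard error) in NOD^k.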

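Foxp1, a quiescence factor of T cells, was higher in NOD^k S- than in B10^k S- by 1.29 (standard error 0.24, limma adjusted p = 0.00246), with 3 further probesets that did not pass at 1.07 (adjusted p = 0.225), 1.92 (adjusted p = 0.102) and 1.08 (adjusted p = 0.150), and Cd4, the coreceptor, by 1.47 (adjusted p = 0.00851). Of 194 probesets lower in B10^k negative selection, 185 (95.4 percent) were higher in NOD^k S-, 175 by more than 20 percent and 124 at an unadjusted p under 0.05, with 2 lower at that threshold. With B10^k S- arrays that had no part in the choice the share was 80.1, 84.6 and 71.6 percent, and for the reverse choice in NOD^k 66.2 percent (45 of 68), or 27.1, 37.0 and 65.2 percent with NOD^k S- arrays held out in that way. The limma adjusted p of Cd4 was 0.0860 without B10 S- replicate 1 and 0.0554 without NOD S- replicate 1 (1.6e-04 to 0.0945 over its alternatives).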

Of the 102 probesets decreased upon negative selection in B10 mice, 100 remained at higher levels during negative selection in NOD^k ^mice, 84 by more than 20% and 44 significantly so (Figure 4a). Combining both transcriptional increases and decreases, of the 246 probesets specifically changed by negative selection in the B10^k ^mouse, 51% were significantly less changed in the NOD^k ^mouse. By contrast, of the 531 pattern A probesets that were increased equivalently during positive and negative selection in the B10^k ^mouse, only 7% had significantly different expression during negative selection in NOD^k ^compared to B10^k ^mice, and the majority showed similar expression (Figure 4b).

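A strain difference in S- level can be present before selection, as for Swap70, lower in NOD^k PreS by -1.01 (limma adjusted p = 0.00953). Between PreS arrays of the same day the strains differed by medians of 0.01, -0.03 and -0.22 for D, E and L. For J, K and F these medians were -0.10, -0.22 and 0.04. Together 61.7 percent of the 363 probesets were lower (D, E and L) or higher (J, K and F) in NOD^k S- at an unadjusted p under 0.05. This compares levels and not changes. Cell stress genes differed too. Of 10 heat shock genes 2 were lower in NOD^k S- than in B10^k S- (3 adjusted over the list alone, median log2 -0.48, limma camera adjusted p = 0.00157). In all, 150 probesets were higher and 148 lower in NOD^k S- (limma), a total of 298 that was 180 and 167 without B10^k S- replicates 1 and 2, and 193, 165 and 162 without NOD^k S- replicates 1, 2 and 3. From the breadth of the change the paper concludes that upstream effects play a part beside single effectors.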

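In S- the strains differed by 0.65 (standard error 0.31, limma adjusted p = 0.339) for S1pr1, the egress receptor, by -0.05 (adjusted p = 0.965) for Gimap4, a GTPase, and by 0.47 (adjusted p = 0.641) for Il7r, the cytokine receptor, 3 pattern A genes that did not pass. Of B10^k pattern A probesets, 84 (10.9 percent) differed between the strains in S- at an unadjusted p under 0.05.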

The presence of reduced upregulation and downregulation across the entire spectrum of negative selection-specific genes in NOD^k ^thymocytes indicates that upstream effects are at least partially responsible. This observation, recognizable only at a genomic level, was not predicted in previous analyses that focused solely on changes in downstream effectors, such as Bim and Nur77 [10,11]. Such a defect may be occurring at the early signaling synapse, in line with a recognized alteration of TCR signaling components, such as enhanced Fyn kinase activity, differential activation of the Cbl pathway, impairment of membrane-translocation of Son of sevenless (mSOS) Ras GDP releasing factor, and the exclusion of mSOS and Phospholipase C (PLC)-γ1 from the TCR-Grb2-Zap70 complex, resulting in hypoactivation [54]. Altered signaling in the basal TCR apparatus may be responsible for the reduced surface CD3 levels present on TCR transgenic thymocytes (without the presence of insHEL) in the NOD^k ^strain compared to their B10^k ^counterparts, with a 50% reduction at the DP stage, and a 20% reduction at the SP stage (Figure 5).

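Mki67, a marker of dividing cells, was higher in NOD^k S+ than in B10^k S+ by 2.51 (standard error 0.40, limma adjusted p = 5.0e-04), and its change from PreS to S+ in NOD^k was -1.02 (adjusted p = 0.0895). Of 28 G1/S genes 5 were higher and 1 lower in NOD^k S+ (14 and 1 adjusted over the list alone, median log2 0.78, limma camera adjusted p = 1.2e-06, and adjusted p = 0.0888 with an estimated correlation), as were 5 of 17 double positive genes (6 over the list alone, median 0.51, camera adjusted p = 2.9e-04, and adjusted p = 0.0504 with an estimated correlation). Single positive maturation genes differed between the strains in the change from S+ to S- (median 0.82, limma camera adjusted p = 8.8e-05). Patterns B and C held 62 probesets in NOD^k and patterns H and I 154. The NOD^k B and C number was 94 without PreS insHEL replicate 1, 24, 28 and 550 without S+ replicates 1, 2 and 3 and 37 without S- replicate 3, and that of H and I 56, 67 and 1129 without S+ replicates 1, 2 and 3 and 93, 87 and 73 without S- replicates 1, 2 and 3. Macrophage and dendritic cell markers were higher in the same NOD^k S+ arrays, 4 of 15 (median 1.34, limma camera adjusted p = 2.1e-07, and adjusted p = 0.164 with an estimated correlation).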

The NOD background also caused a large decrease in probesets assigned to categories B, C, H, and I, comprising genes that are preferentially or selectively altered during positive selection (Figure 2). This result has two non-exclusive explanations. First, there may be a less efficient positive selection response in NOD. Alternatively, many of the genes in this category may normally be developmentally regulated to appear at later stages of SP cell maturation, before CD69 is lost but at a stage when negative selection would have removed most such cells.

### Constitutive differences in thymocyte gene expression caused by the NOD background

In addition to the altered negative and positive selection response above, the NOD background also had altered pre-selection gene expression in TCR^low^CD69^- ^DP cells, which may set the stage for altered responses when the cells encounter negative selecting antigens. Six independent pools of pre-selection DP cells were analyzed on both B10 and NOD backgrounds: three from TCR animals and three from TCR insHEL animals. There were few differences between TCR and TCR insHEL pre-selection pools within a strain background, consistent with sorting for antigen-nasïve thymocytes that had yet to display TCRs for HEL and induce CD69. 

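In B10^k PreS cells no probeset differed between TCR insHEL and TCR mice (limma, 3 arrays against 3), with 287 at an unadjusted p under 0.05 and 641.9 expected by chance. In NOD^k 4 passed, all lower in TCR insHEL, and 1333 at the unadjusted threshold. They are the calcineurin gene Ppp3ca at -3.00, the Golgi tether Golga4 at -3.39, 1700094D03Rik at -2.38 and an unnamed probeset at -3.51, each with limma adjusted p = 0.0272, named because there are only 4. The number was 0 without TCR replicate 1 or 3 or insHEL replicate 1, 13 without TCR replicate 2 and 2 without insHEL replicate 2, and insHEL replicate 1 holds 1 of the 3 highest 3' to 5' ratios. Far more passed with hybridization day as a block or with array weights, as listed in the closing sections. Under the day block the comparison rests on insHEL replicate 1, the only NOD^k insHEL array on a day with TCR arrays (day 4). That count thus does not show an insHEL effect.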

Comparing pre-selection cells between the strains at a global level first (Euclidian distance, Figure 1), the difference between these states (14.2) was approximately half that of the difference between pre-selection DP and early positive selection SP cells (26.7), with a total of 1,484 probesets significantly different between NOD PreS and B10 PreS (1,484 probesets). It is unknown if this degree of pre-selection divergence is specific to the NOD^k ^strain, or if it is observed across multiple strains based on comparative divergence.

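Trim12a, a tripartite motif protein, was lower in NOD^k PreS than in B10^k PreS (limma adjusted p = 1.5e-09), and so were Slc15a2, a peptide transporter, at -4.05 (standard error 0.31, adjusted p = 6.9e-09) on the log2 scale, and Apoe, a lipid carrier, at -4.02 (adjusted p = 0.00221). All 3 have NOD^k PreS signals under 32, near background, so the sizes of their differences are not exact. Higher in NOD^k were AI506816 at 4.93 (limma adjusted p = 2.0e-07), Bex1, an adaptor protein, at 3.66 (adjusted p = 2.7e-09), and Dntt, which adds bases at receptor junctions, at 3.53 (adjusted p = 1.4e-07). Interferon-induced genes were lower, 6 of 32 with 1 higher (12 and 1 adjusted over the list alone, median log2 -0.52, limma camera adjusted p = 2.9e-05, and adjusted p = 0.401 with an estimated correlation). In all 212 probesets were higher and 318 lower in NOD^k (limma, 6 arrays against 6), with 2347 at an unadjusted p under 0.05. At the thresholds of the paper's methods 1122 differed here, where the paper counts 1484. The distance between the strains in PreS was 21.5, and 17.8 with replicate spread subtracted.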

In terms of genomic location, these changes are particularly concentrated in 20 cytogenetic regions (Table 1). Twelve regions show increased expression in B10^k ^pre-selection thymocytes, eleven of which meet stringent false discovery rates: 8E, 7E, 18E, 12F, 6C, 1B, 15D, 5F, 10C, 19A and 4E. Likewise eight regions show increased activity in NOD^k ^pre-selection thymocytes, all of which meet stringent false discovery rates: XF, 3E, XD, 3H, 5C, 12C, 1A and XA. 

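On chromosome X 7 genes were higher and 0 lower in NOD^k PreS among 221 measured, with a mean log2 difference of 0.22 (limma camera adjusted p = 5.8e-05 over 20 chromosomes, and adjusted p = 0.235 with an estimated correlation). Bex1, an X-linked adaptor protein, had PreS signals of 801 ± 313 (SD, n = 6) in NOD^k and 62.1 ± 21.8 (SD, n = 6) in B10^k. No other chromosome passed in PreS, while chromosome X had an adjusted p of 0.0394 in S+ (mean 0.22, and 0.996 with an estimated correlation) and 0.995 in S- (limma camera). Cytogenetic bands other than 2F were not analysed here.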

With regard to the phenomenon of defective negative selection in the NOD^k ^strain, it may be of relevance that two of these regions co-localize with genomic loci that contribute to defective negative selection [10], 7E and 15D.

Gene expression differences between NOD^k ^and B10^k ^strains induced upon negative selection were also analyzed for cytogenetic clustering. Only four cytogenetic bands show enrichment, after eliminating regions changed in the basal (that is, pre-selection thymocytes) state. Two regions, 2F and 3A, were broadly suppressed in the NOD^k ^strain, and two regions were broadly activated in the NOD^k ^strain, neither of which meet stringent false discovery rates (Table 1). The region 2F is of particular interest for several reasons. Firstly, this is the only region that was broadly activated upon negative selection in the B10^k ^strain (Figure 3b). Secondly, it is one of only two regions that show broad strain differences in regulation upon induction of negative selection, with lower activity in the NOD^k ^strain (Figure 3c). 

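Across the 58 genes from Dut to Esf1 24 were higher and 34 lower in NOD^k S- than in B10^k S-, with a mean log2 difference of -0.13 (camera p value of 0.0800, 0.134 with an estimated correlation and 0.0530 by rotation). The gene that passed singly, at the probeset counted for each gene, is Smox, the spermine oxidase, at -1.64 (standard error 0.22, limma adjusted p = 7.2e-05). Bcl2l11 (Bim) was counted at probeset 1456006_at, with -1.16 (limma adjusted p = 0.191). At probeset 1426334_a_at it passed, with -1.61 (limma adjusted p = 0.00118) and a NOD^k signal near background. Bub1, the spindle kinase, differed by -1.05 (limma adjusted p = 0.231) and Dut, the dUTP hydrolase, by -0.62 (adjusted p = 0.405). Stretches of as many genes elsewhere had a lower mean t statistic in 2.77 percent. On the 50 genes that the paper does not name the p value was 0.817. The named genes were chosen for their change or NOD^k defect on these arrays, so the value without them decides nothing. On all 58 the p value was 0.0489 without B10^k S- replicate 2 (0.0489 to 0.156 over single arrays left out).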

Thirdly, this region overlaps one of the six identified loci with a causative effect in defective negative selection in the NOD^k ^strain [10]. A comparative analysis of the gene expression changes in B10^k ^and B10^k^-NOD^k ^negative selection demonstrated that this locus comprises the same cluster of genes that are upregulated upon negative selection in the B10^k ^strain and show poor induction of gene expression in the NOD^k ^strain (Figure 3e). These data indicate that the NOD^k ^strain has a genetic defect preventing the efficient induction of the negative selection 2F cluster, including *Bim*, preventing initiation of apoptosis.

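Galk2, a galactosamine kinase of the band, differed by -1.31 (standard error 0.53, limma adjusted p = 0.240) between NOD^k S- and B10^k S-, and by 0.31 (adjusted p = 0.889) between B10^k S- and S+. Over the 58 genes the rise in B10^k S- and the shortfall in NOD^k S- had a correlation of 0.747 (r² 0.558). Both use the same B10^k S- arrays, whose noise alone would give a mean correlation of 0.483 (0.199 to 0.718 over simulations), and the covariance was 0.332 against 0.0729 from noise. The changes of B10^k and NOD^k from S+ to S-, which share no array, had a correlation of 0.131. The paper reasons that the genes raised in B10^k and those failing in NOD^k are the same cluster, and reads the data as a genetic defect of NOD^k that keeps the cluster from efficient induction.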

### Gene expression variants representing causal candidates for defective thymic deletion in NOD

Combining the global transcription profiles for NOD^k ^and B10^k ^pre-, positive and negative selection with linkage data for efficiency of negative selection in the same *in vivo *conditions [10] provides a way to identify candidate genes responsible for the NOD trait of defective negative selection. While expression differences are promising candidates for quantitative traits, we recognize that this approach is unable to detect allelic variants arising from differential mRNA splicing, such as the *Idd5 *allele of *Ctla4 *[55], or from amino acid substitutions, such as the *Idd13 *polymorphism in *β2 m *[56].

Expression pattern was first used to identify six categories of high priority candidate genes (Figure 6, Additional data file 2). Group 1 consists of probesets that were preferentially increased in B10^k ^negatively selecting thymocytes (patterns D, E and L), but were significantly less increased in NOD^k ^counterparts. There are 77 probesets in this group, of which 14 show poor induction and 63 show no induction. 

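Group 1 held 79 probesets. Oxr1, which protects cells from oxidative damage, is a member, at -1.43 (standard error 0.29, limma adjusted p = 0.00698) between NOD^k and B10^k in S-, with a further probeset at -1.27 (adjusted p = 0.0690). Its limma adjusted p was 0.0605 without B10 S- replicate 1 (7.3e-06 to 0.0780 over its alternatives). Among all probesets, Lad1, an anchoring filament protein, differed by -3.85 (limma adjusted p = 2.3e-09) in S-, and Myo6, an actin motor, by -4.97 (adjusted p = 3.3e-08) with a NOD^k signal near background.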

Defective apoptotic initiators could fall in this group. Group 2 consists of probesets that were increased in B10^k ^thymocytes upon selection (pattern A), but were significantly less increased in NOD^k ^mice (p < 0.05). 

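Genes raised alike by S+ and S- in B10^k but lower in NOD^k were sought with limma at an unadjusted 0.05, and 38 probesets met this rule. The rise from PreS was not itself compared between the strains, so a lower level may also be present before selection. Slfn1, a growth regulator of thymocytes, and Bach2, a repressor of effector fate, which rise from PreS to S+ in B10^k, are not examples of it: NOD^k S- minus B10^k S- was 2.59 (limma adjusted p = 0.127) and 0.74 (adjusted p = 0.757), and neither passed.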

Only 8 probesets are in this group, of which seven show no increase upon maturation in the NOD^k ^strain. Defective functional prerequisites for negative selection switched on during positive selection could fall in this category. Group 3 consists of probesets that were significantly lower in NOD^k ^thymocytes compared to B10^k ^thymocytes for each biological condition. 

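Probesets lower in NOD^k at all 3 stages numbered 190, of which 84 showed no change between stages in either strain. Trim12a, a tripartite motif protein with NOD^k signals at background, is a member (limma adjusted p = 7.9e-09 in S+ and 5.8e-09 in S-), and in S- Slc15a2, a peptide transporter, stood at -5.74 (standard error 0.44, adjusted p = 1.3e-08) with a NOD^k signal under 32, and Ifi209, an interferon-inducible gene, at -4.70 (adjusted p = 2.4e-06), with a further Ifi209 probeset at -1.29 (adjusted p = 0.416).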

There are 151 probesets in this group, 80 of which show no development or selection-induced differences within the NOD^k ^or B10^k ^groups. Defective constitutively expressed prerequisites for negative selection could fall in this group. Group 4 is the reverse of group 1. It consists of probesets that were increased in the NOD^k ^negatively selecting thymocytes, but were significantly less increased in B10^k ^thymocytes. This group is designed to catch candidate genes that were more strongly induced in NOD^k ^negatively selecting thymocytes and provided protection from negative selection. 

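Group 4 held 9 probesets here, against 79 in its reverse, group 1.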

Only two probesets fall in this category. Group 5 is the reverse of group 2. It consists of probesets that were increased in NOD^k ^thymocytes upon selection (pattern A), but were significantly less increased in B10^k ^thymocytes. This group is designed to catch NOD^k ^over-expressed maturation-induced protective genes. 

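Group 5 held 47 probesets. Scg5, a chaperone of prohormone convertase that NOD^k cells switch on with maturation, was higher in NOD^k S- by 3.39 (standard error 0.62, limma adjusted p = 0.00257), with signals of 6.22 ± 3.65 (SD, n = 6) in PreS, 52.4 ± 16.0 (SD, n = 3) in S+ and 53.5 ± 6.73 (SD, n = 3) in S-, against 7.20 ± 6.32 (SD, n = 3) in B10^k S-, a level near background that leaves the size of the difference inexact.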

Group 6 is the reverse of group 3, comprising probesets that were significantly higher in NOD^k ^thymocytes compared to B10^k ^thymocytes for each biological condition. There are 98 probesets in this group, 48 of which show no developmental or selection-induced differences within NOD^k ^or B10^k ^thymocytes. 

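Higher in NOD^k at all 3 stages were 143 probesets, 66 of them without change between stages. AI506816, a gene of unknown function, came behind Rbm39 (1446147_at) in the S- difference, at 4.70 (standard error 0.65, limma adjusted p = 1.4e-04) over a B10^k signal at background, with Dntt, the junctional base-adding enzyme, at 3.20 (adjusted p = 2.0e-04), and Clic4, a chloride channel protein, at 2.95 (adjusted p = 6.2e-07), where a further Clic4 probeset gave 0.69 (adjusted p = 0.119).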

Constitutively over-expressed protective factors could fall in this group.

A matrix comprising the probesets in these six categories and the genomic location to a 30 cM bracket surrounding peak linkage to the four regions of NOD^k ^susceptibility to defective negative selection markers (*D7mit101*, *D15mit229*, *D2mit490/Idd13 *and *D1mit181/Idd5*) [10] identified 44 candidate probesets. Each region has 6 to 10 candidates using this method, except for the region centered on *D2mit490*, which includes the 2F cluster and has 20 candidates. These are discussed in more detail below, as summarized in Table 2.

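Of 47 probesets in the paper's candidate tables 41 fall in the same group here (19 with hybridization day as a block), 37 differ between the strains at an adjusted p under 0.05 at any stage, and 24 do so in S- (limma). By locus, the same group was found for 8 of 10 near D7mit101, 5 of 6 near D15mit229, 21 of 23 near D2mit490 and 7 of 8 near D1mit181. Sqor, a mitochondrial sulfide oxidase near D2mit490, differed at all stages, by -2.27 (limma adjusted p = 1.4e-07), -1.63 (adjusted p = 0.00165) and -2.13 (adjusted p = 1.2e-04) in PreS, S+ and S-, against NOD^k signals near background in PreS and S-. Rps24, a ribosomal protein gene near D1mit181, differed by -2.07 (limma adjusted p = 1.3e-04) in S- at the paper's probeset, while its other probesets did not pass.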

Of the candidate genes linked to the *D7mit101 *loci (Ch7, 60 cM), four genes are of particular interest (Figure 7, Table 3). *Bnip3*, 8.4 cM from *D7mit101*, was approximately two-fold over-expressed in NOD^k ^thymocytes in every condition. 

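Bnip3, a BH3-only protein of mitochondria, was higher in NOD^k PreS cells by 1.30 (standard error 0.17, limma adjusted p = 2.3e-05), with signals of 109 ± 20.6 (SD, n = 6) in NOD^k and 44.1 ± 5.55 (SD, n = 6) in B10^k. In S+ the log2 difference was 0.58 (limma adjusted p = 0.187) and in S- 0.90 (adjusted p = 0.0464), and the mean fold over stages was 1.96. For S- the limma adjusted p was 0.106, 0.0961 and 0.137 without B10 S- replicates 1, 2 and 3 and 0.126 and 0.215 without NOD S- replicates 1 and 2 (0.00790 to 0.557 over its alternatives).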

Bnip3 is a BH3-only protein that dimerizes with Bcl-X(L), making a pro-apoptotic heterodimer [57,58]. Bnip3 has been shown to translocate to the mitochondria to induce apoptosis during CD47-induced apoptosis [59], nitric oxide induced apoptosis in macrophages [60], hypoxic apoptosis [61], and activation induced death of cytotoxic T cells [62]. Overexpression of *Bnip3 *would, therefore, be unlikely to protect NOD^k ^thymocytes from clonal deletion. *Bnip3 *overexpression may instead be a downstream effect of the NOD defective thymic deletion allowing thymocytes to tolerate a higher level of expression, just as *Bnip3 *overexpression is associated with more aggressive tumors and poor survival in human patients [63]. *Trim30 *and *Trim12 *are approximately 13 cM from *D7mit101 *and were poorly expressed in NOD^k ^thymocytes. Trim30 shows an average of a 2- to 3-fold decrease in expression in NOD^k ^thymocytes (represented by three probesets, two of which show a strong difference and a third in the 5' untranslated region (UTR) that shows little difference), while Trim12 shows an approximately 300-fold expression decrease in NOD^k ^thymocytes (Figure 7). Both are members of the tripartite motif family, with RING, B-box type 1 and 2, and coiled coil domains [64]. 

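Trim12a signals were 410.5 ± 12.3 (SD, n = 3) in B10^k S- and 1.17 ± 1.25 (SD, n = 3) in NOD^k S-, the latter at background, so that no exact fold can be given. Trim30a, an interferon-inducible regulator of its family, differed between NOD^k and B10^k by -0.95 (limma adjusted p = 0.0958) in PreS, -2.19 (adjusted p = 0.00493) in S+ and -1.99 (adjusted p = 0.0136) in S- at the paper's probeset, a mean fold of 3.63, and by -0.22 and -0.13 in S+ and S- at probeset 1451860_a_at. The limma adjusted p of Trim30a was 0.0544 without B10 S+ replicate 2 (0.00228 to 0.0544 over its alternatives) in S+ and 0.0599 and 0.101 without B10 S- replicates 1 and 2 and 0.0517 and 0.0588 without NOD S- replicates 1 and 2 (7.5e-05 to 0.236 over its alternatives) in S-.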

Little is known about their function, but the extent of the change and putative domain function make them strong candidate genes.

A key candidate gene for the *D15mit229*-linked defective thymic deletion loci (Ch15, 22 cM; Figure 8, Table 4) is *Ly6c*. 

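At the paper's probeset (1421571_a_at) Ly6c, a GPI-anchored marker of activated lymphocytes, differed between NOD^k and B10^k by -1.18 (standard error 0.24, limma adjusted p = 0.00431) in PreS, -1.22 (adjusted p = 0.0488) in S+ and -1.46 (adjusted p = 0.0198) in S-, a mean fold of 2.36. Its limma adjusted p was 0.113, 0.115 and 0.0820 without B10 S+ replicates 1, 2 and 3 and 0.189 and 0.0640 without NOD S+ replicates 2 and 3 (0.0342 to 0.359 over its alternatives) in S+ and 0.115 and 0.0502 without B10 S- replicates 1 and 3 and 0.0861 and 0.111 without NOD S- replicates 2 and 3 (1.5e-04 to 0.115 over its alternatives) in S-.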

*Ly6c *is 21.1 cM from *D15mit229*, and was poorly expressed in NOD thymocytes under all conditions (2.3-fold decrease; Figure 8). This reduced expression has been previously observed to be due to a *Ly6c *promoter polymorphism in NOD mice, and is thus a known *cis *effect [65]. Functionally, Ly6c inhibits the signal for secretion of interleukin (IL)2 and proliferation in peripheral CD4^+ ^cells [65], and cross-linking of Ly6c causes clustering of Leukocyte function associated molecule 1 (LFA-1, CD11a/CD18) on the surface of CD8 T cells [66].

Many candidate genes were identified in the 2F cytogenetic band around *D2mit490*- (Ch2, 65 cM), of which four are of particular interest (Figure 9, Table 5). Smox oxidizes spermine to spermidine [67], which has been shown to induce DNA damage and apoptosis in gastric epithelial cells [68]. The major control for Smox during polyamine-induced apoptosis has been shown to occur at the mRNA level [69]; therefore, the small increase during B10^k ^positive selection and large increase in negative selection could prepare B10^k ^thymocytes for apoptosis (Figure 9). 

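Smox signals rose from 124 ± 19.0 (SD, n = 6) in PreS to 565 ± 37.1 (SD, n = 3) in S- of B10^k. The NOD^k change from S+ to S- of this spermine oxidase gene was 0.70 (standard error 0.23, limma adjusted p = 0.803), and the strain difference in that change -0.64 (adjusted p = 0.642). Between the strains it differed by -0.55 (limma adjusted p = 0.0393) in PreS and -1.00 (adjusted p = 0.00835) in S+, and the fold in S- was 2.95. Between arrays of the same day the S- against S+ differences were 1.43 and 1.63 in B10^k and 0.69 and 0.40 in NOD^k. The limma adjusted p was 0.0867 without B10 PreS TCR replicate 3, 0.0845 and 0.0735 without NOD PreS TCR replicates 2 and 3, 0.0929 and 0.0784 without B10 PreS TCR insHEL replicates 1 and 3, and 0.0635, 0.0534 and 0.0544 without NOD PreS TCR insHEL replicates 1, 2 and 3 (0.0152 to 0.404 over its alternatives) in PreS and 0.0754 without B10 S+ replicate 3 and 0.0644 without NOD S+ replicate 1 (0.00287 to 0.386 over its alternatives) in S+.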

The lower levels of *Smox *in NOD^k ^thymocytes, and the negligible increase during negative selection, could contribute to a poor apoptotic response. 

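Bcl2l11, the BH3-only gene of thymocyte deletion, was 2.99 times as high in B10^k as in NOD^k S- at probeset 1426334_a_at, where the S- signals were 91.5 ± 14.6 (SD, n = 3) and 30.6 ± 0.954 (SD, n = 3), the latter near background, so the fold is not exact. At probeset 1456006_at the fold was 2.32, with S- signals of 395 ± 177 (SD, n = 3) and 170.4 ± 38.8 (SD, n = 3).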

*Bim/Bcl2l11 *as a candidate gene has been previously validated [10], having a key role in negative selection [70,71] and defective upregulation in the NOD^k ^strain (in three probesets; two probesets in the 3' UTR region of one splice variant showed little change). Another candidate gene in this region is *Id1*, 8.8 cM from *D2mit490*. It was increased during negative selection 2.2-fold higher in B10^k ^thymocytes than NOD^k ^thymocytes (Figure 9), and has been shown to inhibit the function of E2A and Transcription factor 12 (HEB), increasing the response to TCR stimulation and the sensitivity of thymocytes to apoptosis [72]. Thus, *Id1 *induction may be required to amplify the clonal deletion signal for apoptosis. 

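Id1, an inhibitor of E proteins, differed between S- and S+ by 1.16 (standard error 0.35, limma adjusted p = 0.145) in B10^k and 0.55 (adjusted p = 0.803) in NOD^k, and between the strains by -1.10 (adjusted p = 0.0706) in S-, a fold of 2.20. Between arrays of the same day the S- against S+ differences were 1.22 and 0.77 in B10^k and 0.80 and 0.03 in NOD^k.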

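Pdia3, a disulfide isomerase of the endoplasmic reticulum, differed between NOD^k and B10^k by -1.49 (standard error 0.37, limma adjusted p = 0.0176) in PreS, -2.46 (adjusted p = 0.00718) in S+ and -1.34 (adjusted p = 0.207) in S-, a mean fold of 3.35. Its limma adjusted p was 0.0503 without B10 S+ replicate 3 and 0.0552 without NOD S+ replicate 1 (1.2e-04 to 0.407 over its alternatives) in S+.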

*Pdia3*, 10.9 cM from *D2mit490*, was expressed at 3.4-fold higher levels in B10^k ^thymocytes (Figure 9). Its function as an endoplasmic reticulum chaperone required for mitomycin C-induced death [73] indicates potential candidacy. Also of interest is *Pdrg1*, 8.8 cM from *D2mit490*, which has previously been shown to be upregulated in response to UV radiation and inhibited by p53 [74]. It is of interest because of the basal low level observed in NOD^k ^thymocytes.

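Pdrg1, a p53-repressed gene, differed between NOD^k and B10^k by -0.66 (standard error 0.18, limma adjusted p = 0.0309) in PreS, -1.30 (adjusted p = 0.00291) in S+ and -0.82 (adjusted p = 0.0899) in S-, and a further probeset gave -0.51 (adjusted p = 0.322) in PreS. In PreS its limma adjusted p was 0.0509 without B10 PreS TCR replicate 1, 0.0527 and 0.0720 without NOD PreS TCR replicates 1 and 2, 0.0917 and 0.0562 without B10 PreS TCR insHEL replicates 1 and 3, and 0.0664 without NOD PreS TCR insHEL replicate 3 (0.0134 to 0.220 over its alternatives).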

The fourth NOD locus contributing to defective negative selection in TCR insHEL mice, linked to *D1mit181 *(Ch1, 43 cM), includes the genes *Ctla4 *and *Pdcd1 *(Figure 10, Table 6). 

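Ctla4, the inhibitory receptor of T cells, differed between NOD^k and B10^k by -0.68 (standard error 0.20, limma adjusted p = 0.0588) in PreS, -0.96 (adjusted p = 0.0606) in S+ and -0.03 (adjusted p = 0.978) in S-. In S+ its limma adjusted p was 0.0116 without NOD S+ replicate 3 (0.0116 to 0.930 over its alternatives).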

The *Ctla4 *gene was not differentially expressed in our analysis, but it is a functional candidate because *Ctla4*-deficient thymocytes are resistant to radiation-induced apoptosis [75]. The NOD *Idd5 *(*D1mit181*-linked) haplotype produces less of an alternatively spliced *Ctla4 *gene product that is a constitutively active inhibitor of TCR zeta phosphorylation [55,76]. The orthologous region in humans also contains a *CTLA4 *variant and has been associated with diabetes, thyroid autoimmunity, Addison's disease, and disease severity in multiple sclerosis [55]. 

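Pdcd1 (PD-1), the inhibitory receptor, had signals of 113 ± 28.4 (SD, n = 3) in S+ and 349 ± 29.1 (SD, n = 3) in S- of B10^k, a log2 difference of 1.66 (limma adjusted p = 0.00472), and of 133 ± 44.8 (SD, n = 3) and 184 ± 16.9 (SD, n = 3) in NOD^k, a difference of 0.53 (adjusted p = 0.803). The strain difference in that change was -1.13 (standard error 0.38, limma adjusted p = 0.392), and the level in S- differed by -0.96 (adjusted p = 0.0629) between NOD^k and B10^k. Between arrays of the same day the S- against S+ differences were 2.01 and 1.42 in B10^k and 0.73 and 0.07 in NOD^k.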

As mentioned during the preliminary analysis [10], *Pdcd1 *was induced during negative selection in B10 but not in NOD thymocytes (Figure 10). Pdcd1 (also called PD1) has previously identified functions in negative regulation of T cell function [77] and *Pdcd1*^*0/0 *^mice display reduced positive selection [78] and autoimmune symptoms [79,80]. Furthermore, blockade of Pdcd1 induces diabetes in NOD mice [81].

The analysis of the negative selection transcriptome here distinguishes among several distinct, but not mutually exclusive, mechanisms accounting for defective negative selection in NOD thymocytes: first, several downstream effectors, such as Bim, are defective; second, the entire negative selection induction process is reduced; third, there is a broad defect in the induction of TCR signaling response genes (both positive and negative selection); and fourth, the NOD^k ^strain induces an additional, protective transcriptome during negative selection. By comparison of the NOD^k ^strain to the B10^k ^strain at a global transcription level, there is no evidence for the ectopic of an additional, 'protective' gene set, nor for an obvious defect in the TCR signaling-dependent process of positive selection. The second possible mechanism appears correct, as there was a global reduction by approximately 40% in the transcriptional process of negative selection, indicating that a defect in upstream events impacted on multiple downstream mediators. Not exclusive from the upstream defect, several important apoptosis effector genes, including *Bim*, are almost completely absent from the NOD negative selection response, raising the possibility that these genes are at points where individual quantitative differences summate, with *cis*-acting promoter defects having an additive effect with the defect in upstream inductive events. In particular, the cluster of poorly induced negative selection genes in cytogenetic band 2F around *Bim *raises the possibility of a *cis*-acting allelic variation contributing to poor induction of this locus. Of interest, the defect is not absolute, with partial upregulation seen for the majority of the negative selection gene set, correlating with previous cellular data indicating that NOD thymocytes are capable of strong negative selection when exposed to higher levels of stimuli [10].

The candidate genes discussed above act at multiple points in the pathway between binding to TCR of negatively selecting peptide-MHC and triggering of thymocyte apoptosis. These data frame a hypothesis that defective negative selection involves the summation of many incremental decreases in the efficiency of this signaling pathway, caused by multiple allelic variants at four chromosomal loci. In NOD thymocytes there is lower surface TCR expression, and lower efficiency of TCR signaling due to increased *iCTLA4 *and decreased *Pdcd1 *and *Id1*. This general decrease in TCR signaling may then be compounded by poor inducibility or low expression of apoptosis inducers *Bim*, *Smox*, *Bnip3*, and *Pdia3*. By producing a molecular map of negative selection responses *in vivo*, the results from this study open up pathways to understand the mechanism of negative selection and the basis for its quantitative variation leading to autoimmune disease.

## Materials and methods

The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus [20], as MIAME compliant data, and are accessible through GEO Series accession number GSE3997.

### Microarray preparation

As previously described [10], cell populations were purified from healthy 6-8-week old female mice, stained in 5 μg/ml actinomycin D and 2 μg/ml α-amanitin (Sigma-Aldrich, St Louis, MO) with CD4- fluorescein isothiocyanate (FITC), CD69-phosphatidylethanolamine (PE), CD8- peridinin chlorophyll protein (PerCP) and 1G12 indirectly labeled with Allophycocyanin (APC), then sorted with a Becton Dickinson (Franklin Lakes, NJ) FACVantage. Sorted populations were 'early DP' (CD4^+^CD8^+^CD69^-^1G12^-^) and 'early SP' (CD4^+^CD8^low^CD69^+^1G12^+^). Purified RNA underwent two rounds of *in vitro *RNA amplification before fragmentation and hybridization to Affymetrix GeneChip 430A arrays (Santa Clara, CA, USA).

### Microarray data processing

The Affymetrix 430A chips were scanned using standard Affymetrix protocols. All arrays passed routine quality control assessment for hybridization and data quality. Expression values, referred to as probeset 'signal', were calculated using the Affymetrix GeneChip analysis software MAS 5.0, with a scaling chosen so that each array has a trimmed mean of 150. Following examination, the endogenous control probesets were removed. The MAS 5.0 signal values were then transformed to logarithms (base 2). Signal values of 0 were assigned a value of 0.1 before taking logs. Finally, the arrays were standardized to mean zero and variance one. Initial gene filtering kept only those probesets that were called 'present' by the Affymetrix signal detection algorithm in all replicates for at least one biological group. All statistical analyses were carried out using these transformed signal values. Statistical analysis was carried out in three data sets, one consisting only of the B10^k ^biological groups, one consisting only of the NOD^k ^biological groups, and one consisting of both B10^k ^and NOD^k ^biological groups.

### Assignment of probesets into gene expression patterns

Assignment of probesets to different patterns of gene expression was separately carried out on the B10^k ^and NOD^k ^datasets. The patterns are defined in terms of direction of change between means, rather than the extent of change, with assignment of a change having a statistical cut-off rather than a fold-change cut-off. For the separate B10^k ^and NOD^k ^datasets, two way analyses of variance (ANOVAs) were performed on each of the selected probesets. For each probeset, if the overall F-test for a test of mean difference was significant (*p *< 0.005), the probeset was considered significantly changed. Having established that the means were different, *t*-tests for the contrasts in means were used to determine significantly different means. A significance level of less than 0.05 was used for these tests. Contrasts between 'pre-selection' thymocytes (CD4^+^CD8^+^1G12^- ^CD69^-^) from TCR transgenic and TCR insHEL double transgenic mice showed very few differentially expressed probesets, as is expected for populations that have not been exposed to HEL antigen due to low expression of TCR and anatomical segregation of antigen in the corticomedullary junction. As a consequence, these two groups were merged and the model re-estimated for all the selected probesets. Since there are now three groups, there are twelve distinct patterns of up, down and no difference. Contrasts between the means using the re-estimated models were used to assign probesets to a gene expression pattern, based on a logical set of significant changes between the various conditions. A three-way ANOVA model was used to analyze the combined B10^k^-NOD^k ^dataset for differential expression between strains. The *p *values are used in this research as indicative of 'evidence' and, except in rare instances, will not be an exact measure of probability. Model assumptions for the use of the different tests were examined for a small number of significant probesets and found to hold. Following analysis, each probeset was annotated for genomic location and gene function using the FACTS (Functional Association/Annotation of cDNA Clones from Text/Sequence Sources) program [82].

### Global gene expression differences

Euclidian distance is the most common measure of metric distance, which is an approximation of the 'distance' between gene expression from replicates in one condition to replicates in other conditions. Euclidean distance is calculated by treating the expression of a group of probesets as a point in n-dimensional space, where the distance from the axis in each dimension represents the expression (the technical mean of transformed signal value for the replicates) of a single probeset. This produces a single point in n dimensions (where n is the number of probesets in the group) that represents one set of conditions, and a single point in the same n-dimensional space that represents the same group of probesets under different conditions. The Euclidean distance between each point (representing each condition) was calculated by using the square root of the sums of squared differences between the points in each dimension, using the formula:

Euclidean distance = √(x_1 _- y_1_)^2 ^+ (x_2 _- y_2_)^2^+ (x_3 _- y_3_)^2 ^+ ...

where x is the point representing the probeset group in condition x, with each dimension x_1_, x_2_, x_3_, and so on being the expression of individual probesets within the group, and y is the point representing the probeset group in condition y, with each dimension y_1_, y_2_, y_3_, and so on being the expression of individual probesets within the group [21].

The straight line distance between the two points thus calculated represents the difference in expression of the included probesets between the two conditions. The probeset group used to calculate the Euclidean distance here included all probesets present in all replicates for at least one condition, thus creating an approximation of the genome-wide similarity between two conditions [21,83,84].

### Genomic clustering analysis

Gene Set Enrichment Analysis (GSEA) was used to examine the genome for areas of differential expression by cytogenetic band. GSEA R script (script defaults, standard method) [85] was used with the 'gene label' permutation method. Genes represented by multiple probesets were reduced to a single probeset with the smallest overall *p *value. A lower cut-off of 20 genes per cytogenetic band was used, which resulted in a total of 113 gene sets being tested for enrichment. A false discovery rate cut-off of 0.4 was initially used, with the stricter criterion of 0.25 for regions listed. Regions with enriched gene expression during positive selection (B10^k^) refer to cytogenetic bands with an enriched number of genes with expression differences between B10^k ^pre-selection thymocytes and B10^k ^positive selection thymocytes (TCR transgenic early SP cells). Regions with enriched gene expression during negative selection (B10^k^) refer to cytogenetic bands with an enriched number of genes with expression differences between B10^k ^positive selection thymocytes (TCR transgenic early SP cells) and B10^k ^negative selection thymocytes (insHEL:TCR double transgenic early SP cells). Regions with enriched strain differences in pre-selection thymocytes refer to cytogenetic bands with an enriched number of genes with expression differences between B10^k ^pre-selection thymocytes and NOD^k ^pre-selection thymocytes. Regions with enriched strain differences induced during negative selection refer to cytogenetic bands with an enriched number of genes with expression differences between B10^k ^negative selection thymocytes (insHEL:TCR double transgenic early SP cells) and NOD^k ^negative selection thymocytes (insHEL:TCR double transgenic early SP cells), with any regions showing enrichment at the pre-selection thymocyte stage removed.

### Flow cytometry

We analyzed 6-10-week old mice (or 6 week post-reconstitution chimeric mice) as described previously [5,10] using the following antibodies: 1G12 anti-clonotype [86] (gift of E Unanue and D Peterson, Washington University, St Louis, MO, USA) culture supernatant followed by rat anti-mouse IgG1 allo-phycocyanin; anti-CD8α-PerCP; anti-CD4-FITC or PE; anti-Ly5a-FITC; anti-CD3-PE; and anti-B220-PE (all from BD PharMingen, San Jose, CA, USA).

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 provides a complete listing of statistically significant gene expression changes. In the 'Statistics and annotation' worksheet, basic annotation data are given for each differentially expressed probeset, with the Affymetrix ID number, the gene symbol, chromosome number and starting/ending location, cytogenetic band, gene ontology/molecular function and the Affymetrix target description. Means and gene expression values are given on the transformed scale. The worksheet also contains information on the significance level of analysis of variance tests. The tests were conducted on the transformed gene expression values for each probeset separately. The *p *value for significant differences between conditions is listed if the parent *p *value is less than 0.05. Only genes that showed a significant difference between all the means on this scale, using a threshold of *p *≤ 0.005, are included in the worksheet. 'Within B10' tests for differences within the B10^k ^conditions only (using only B10^k ^condition variance data), with subtests 'Within pre' comparing the B10^k ^pre-selection population sorted from insHEL transgenic and non-HEL transgenic hosts, 'PreS vs S-' comparing B10^k ^pre-selection populations to B10^k ^negative selection populations, 'PreS vs S+' comparing B10^k ^pre-selection populations to B10^k ^positive selection populations, and 'S+ vs S-' comparing B10^k ^positive selection populations to B10^k ^negative selection populations. 'Within NOD' tests for differences within the NOD^k ^conditions only (using only NOD^k ^condition variance data), with subtests performed as per the B10^k ^tests. 'Overall sig' tests for differences between any conditions, with subtests comparing B10^k ^versus NOD^k ^populations at the pre-selection stage ('PreS'), during negative selection ('S-') and during positive selection ('S+'). For each probeset the average expression is given as log_2 _scaled and normalized and arithmetic normalized data, for each condition. Individual data for arithmetic normalized expression are also given for each replicate (PreS 1, 2 and 3 come from non-HEL transgenic hosts, 4, 5 and 6 come from insHEL transgenic hosts). Individual Affymetrix 'Present/Moderate/Absent' calls are given for each replicate. In the 'Raw data' worksheet the individual data for arithmetic normalized expression are given for each probeset, regardless of statistical analysis, along with the Affymetrix target description. Additional data 2 lists the assignment of probesets to expression patterns. The 'B10' worksheet contains information on the expression profiles (patterns) for all probesets that showed a significant difference between the means on the transformed scale, using a threshold of *p *< 0.05 for the B10^k ^strain. Along with the Affymetrix ID are listed the gene symbol, the pattern to which the probeset is assigned in the B10^k ^strain, the pattern to which the probeset is assigned in the NOD^k ^strain, the average arithmetic (unlogged) Affymetrix MAS 5.0 signal values for each condition in the B10^k ^and NOD^k ^strains of pre-selection ('PreS'), positive selection ('S+') and negative selection ('S-'), and the annotated molecular function. In the 'NOD' worksheet, all probesets that meet the significant cut-off for assignment to an expression pattern in the NOD^k ^strain are listed, in the same manner as the 'B10' worksheet. In the 'B10 vs NOD' worksheet, all probesets that meet the significant cut-off for assignment to a differential expression group between the B10^k ^and NOD^k ^strains are listed. Along with Affymetrix ID and gene symbol are listed the group number, the fold-change between the relevant B10^k ^and NOD^k ^conditions (dependent on differential expression group), the *p *values for differential expression between B10^k ^and NOD^k ^strains for each condition, the average arithmetic normalized expression for each condition in the B10^k ^and NOD^k ^strains, and the annotated molecular function.

## Supplementary Material

Additional data file 1 In the 'Statistics and annotation' worksheet, basic annotation data are given for each differentially expressed probeset, with the Affymetrix ID number, the gene symbol, chromosome number and starting/ending location, cytogenetic band, gene ontology/molecular function and the Affymetrix target description. Means and gene expression values are given on the transformed scale. The worksheet also contains information on the significance level of analysis of variance tests. The tests were conducted on the transformed gene expression values for each probeset separately. The *p *value for significant differences between conditions is listed if the parent *p *value is less than 0.05. Only genes that showed a significant difference between all the means on this scale, using a threshold of *p *≤ 0.005, are included in the worksheet. 'Within B10' tests for differences within the B10^k ^conditions only (using only B10^k ^condition variance data), with subtests 'Within pre' comparing the B10^k ^pre-selection population sorted from insHEL transgenic and non-HEL transgenic hosts, 'PreS vs S-' comparing B10^k ^pre-selection populations to B10^k ^negative selection populations, 'PreS vs S+' comparing B10^k ^pre-selection populations to B10^k ^positive selection populations, and 'S+ vs S-' comparing B10^k ^positive selection populations to B10^k ^negative selection populations. 'Within NOD' tests for differences within the NOD^k ^conditions only (using only NOD^k ^condition variance data), with subtests performed as per the B10^k ^tests. 'Overall sig' tests for differences between any conditions, with subtests comparing B10^k ^versus NOD^k ^populations at the pre-selection stage ('PreS'), during negative selection ('S-') and during positive selection ('S+'). For each probeset the average expression is given as log_2 _scaled and normalized and arithmetic normalized data, for each condition. Individual data for arithmetic normalized expression are also given for each replicate (PreS 1, 2 and 3 come from non-HEL transgenic hosts, 4, 5 and 6 come from insHEL transgenic hosts). Individual Affymetrix 'Present/Moderate/Absent' calls are given for each replicate. In the 'Raw data' worksheet the individual data for arithmetic normalized expression are given for each probeset, regardless of statistical analysis, along with the Affymetrix target description Click here for file

Additional data file 2 The 'B10' worksheet contains information on the expression profiles (patterns) for all probesets that showed a significant difference between the means on the transformed scale, using a threshold of *p *< 0.05 for the B10^k ^strain. Along with the Affymetrix ID are listed the gene symbol, the pattern to which the probeset is assigned in the B10^k ^strain, the pattern to which the probeset is assigned in the NOD^k ^strain, the average arithmetic (unlogged) Affymetrix MAS 5.0 signal values for each condition in the B10^k ^and NOD^k ^strains of pre-selection ('PreS'), positive selection ('S+') and negative selection ('S-'), and the annotated molecular function. In the 'NOD' worksheet, all probesets that meet the significant cut-off for assignment to an expression pattern in the NOD^k ^strain are listed, in the same manner as the 'B10' worksheet. In the 'B10 vs NOD' worksheet, all probesets that meet the significant cut-off for assignment to a differential expression group between the B10^k ^and NOD^k ^strains are listed. Along with Affymetrix ID and gene symbol are listed the group number, the fold-change between the relevant B10^k ^and NOD^k ^conditions (dependent on differential expression group), the *p *values for differential expression between B10^k ^and NOD^k ^strains for each condition, the average arithmetic normalized expression for each condition in the B10^k ^and NOD^k ^strains, and the annotated molecular function Click here for file

## Figures and Tables

**Figure 1:**
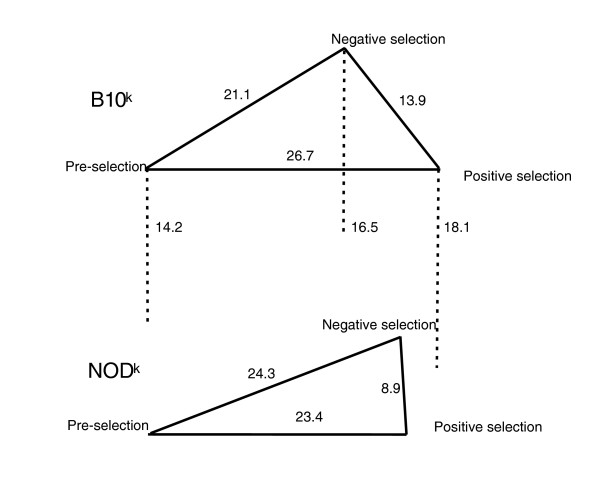
Global gene expression differences induced upon positive or negative selection on the B10^k ^and NOD^k ^genetic backgrounds. The global difference in gene expression between conditions was calculated as a Euclidean distance, taking into account the number of genes with differential expression, and the scale of differential expression, for each replicate chip. Euclidean distances are represented as the distance between conditions for both the B10^k ^and NOD^k ^genetic backgrounds, with the average positions of groups located at the apexes of the triangles. Dotted lines correspond to the Euclidean distance between B10^k ^and NOD^k ^genetic backgrounds, for the same population.

**Figure 2:**
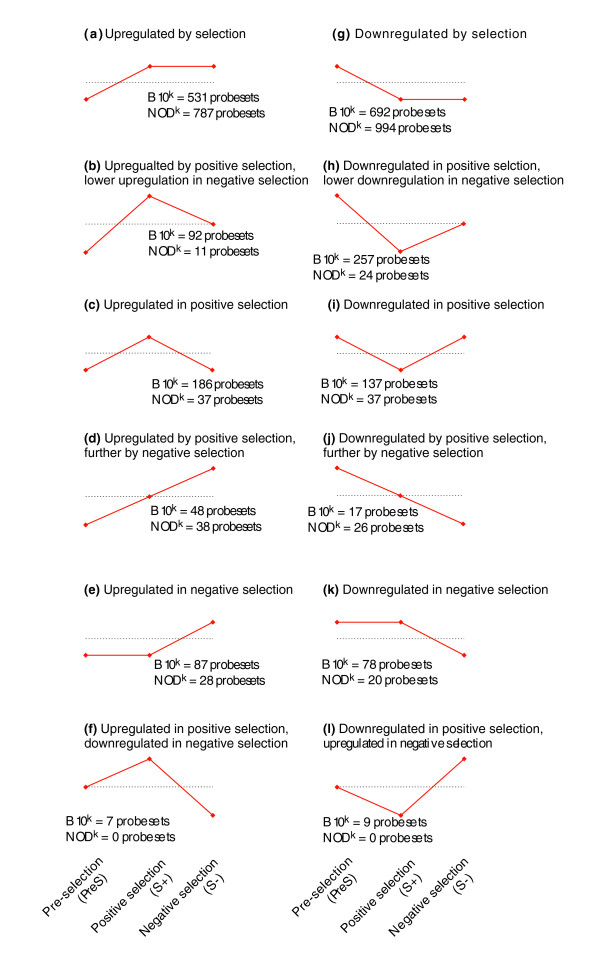
Patterns of gene expression changes induced by positive and negative selection in the B10^k ^and NOD^k ^strains. Analysis of Affymetrix GeneChip data segregated those probesets that were significantly changed upon positive and/or negative selection (*p *< 0.005) into patterns A to F based on logical sets of significant contrasts (*p *< 0.05), where patterns are defined by the relative expression during pre-selection (PreS, left), positive selection (S+, middle) and negative selection (S-, right). The number of probesets falling into each pattern in B10^k ^and NOD^k ^mice is listed on the expression pattern. Assignment of probesets to patterns was based only on direction of change, thus the graphical depictions do not represent the degree of change.

**Figure 3:**
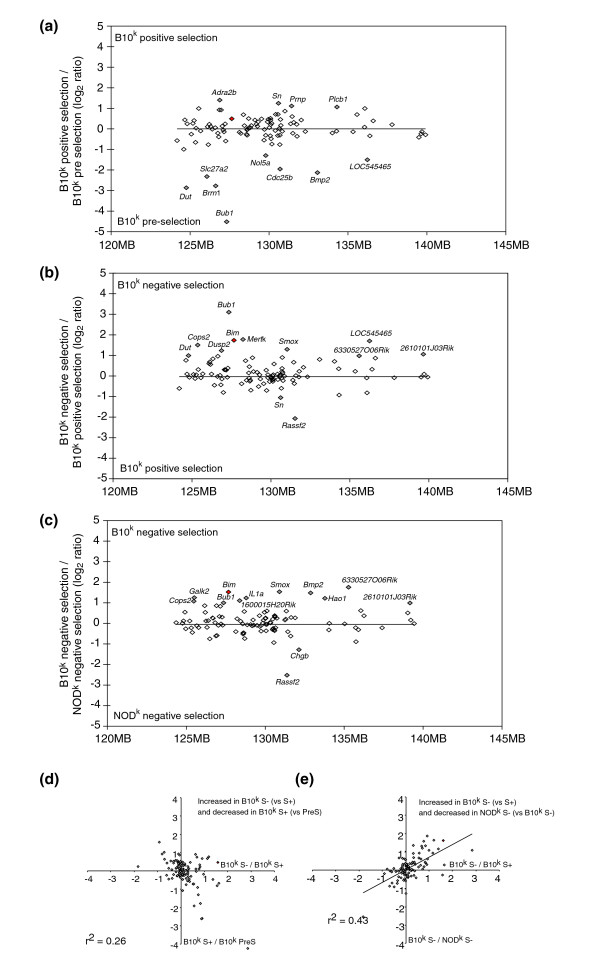
Gene expression changes localized to cytogenetic band 2F. Cytogenetic band 2F was analyzed for the relative expression values of Affymetrix annotated genes. The log_2 _ratio of each gene (diamonds), plotted by genomic position, is displayed for: **(a) **B10^k ^PreS compared to B10^k ^S+; **(b) **B10^k ^S- compared to B10^k ^S+; and **(c) **B10^k ^S- compared to NOD^k ^S-. Comparisons of gene expression changes under these conditions were made by plotting the log_2 _ratios for all genes within cytogenetic band 2F against each other (diamonds) and calculating the r^2 ^value. The distance from the origin thus reflects the degree of expression change. **(d) **Ratio of gene expression in B10^k ^PreS compared to B10^k ^S+ (*y*-axis) versus the ratio of expression in B10^k ^S- compared to B10^k ^S+ (*x*-axis). **(e) **Ratio of gene expression in B10^k ^S- compared to NOD^k ^S- (*y*-axis) versus B10^k ^S- compared to B10^k ^S+ (*x*-axis). In each case the probeset measuring *Bim *expression is indicated with a red diamond. All probesets with a relative change greater than +1 or less than -1 are shaded grey and annotated.

**Figure 4:**
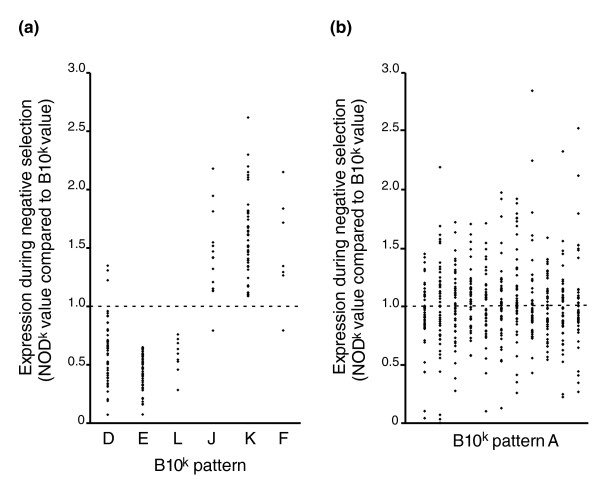
Graphical representation of expression changes between the B10^k ^and NOD^k ^strains. Probesets falling in specific B10^k ^clusters were assessed for the ratio of expression during negative selection in NOD^k^:B10^k ^mice. A value of 1 represents equal expression during negative selection, <1 represents lower expression in NOD^k ^thymocytes than B10^k ^thymocytes during negative selection, and >1 represents higher expression in NOD^k ^thymocytes than B10^k ^thymocytes during negative selection. **(a) **Probeset patterns from the B10^k ^analysis increased (D, E, L) or decreased (J, K, F) specifically during negative selection trended towards showing that the same probeset in NOD^k ^thymocytes had a lower/higher expression, respectively. **(b) **The probeset pattern from the B10^k ^analysis increased during maturation (A) showed roughly the same level of expression during negative selection in NOD^k ^thymocytes (divided into random groups for clarity).

**Figure 5:**
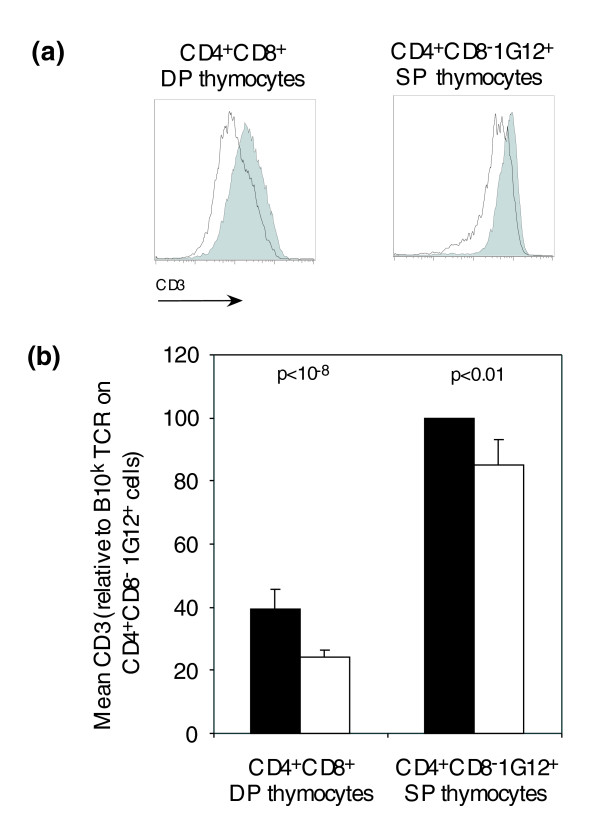
Regulation of surface CD3 levels on 3A9 TCR transgenic thymocytes on the B10^k ^and NOD^k ^genetic backgrounds. 3A9 TCR transgenic mice on the B10^k ^and NOD^k ^backgrounds were assessed for CD3 surface levels by flow cytometry, at both the DP and SP 1G12^+ ^developmental stages. **(a) **Representative histograms for CD3 expression on DP cells and SP 1G12^+ ^cells. B10^k ^mice are shown in grey, NOD^k ^mice in white. **(b) **The mean fluorescence intensity (normalized to B10^k ^SP 1G12^+ ^thymocytes) and standard error is shown with B10^k ^in black and NOD^k ^in white (*n *= 7 for B10 values, 17 for NOD values). Significance of differences between B10^k ^and NOD^k ^groups of the same genotype are indicated by *t*-test *p *values about the group. *t*-tests comparing SP 1G12^+ ^thymocyte expression were tested using a two sided *t*-test of the hypothesis that NOD^k ^expression levels are different to '100'.

**Figure 6:**
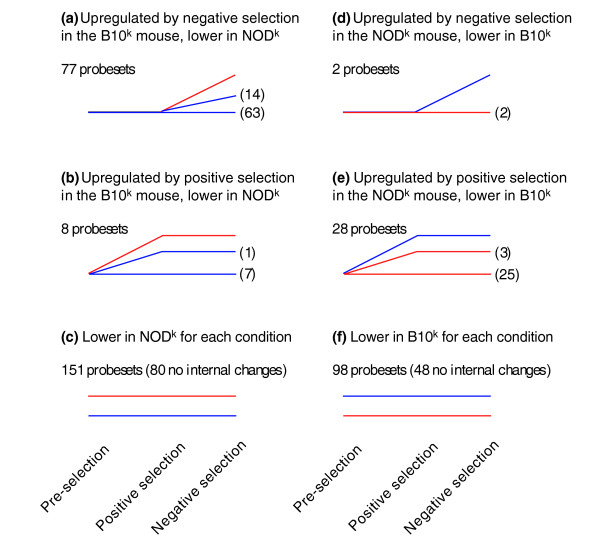
Grouping of key gene changes between NOD^k ^and B10^k ^thymocytes. Analysis of Affymetrix GeneChip data segregated those probesets that were significantly modified in a 2 × 2 × 2 F-test (*p *< 0.005) into groups 1 to 6 based on logical sets of significant contrasts (*p *< 0.05). The diagrams show relative changes for the mean gene expression in the pre-selection (PreS), positive selection (S+) and negative selection (S-) conditions. The number of probesets falling into each group is listed on the group pattern. B10^k ^expression changes are shown in red, NOD^k ^expression changes are shown in blue.

**Figure 7:**
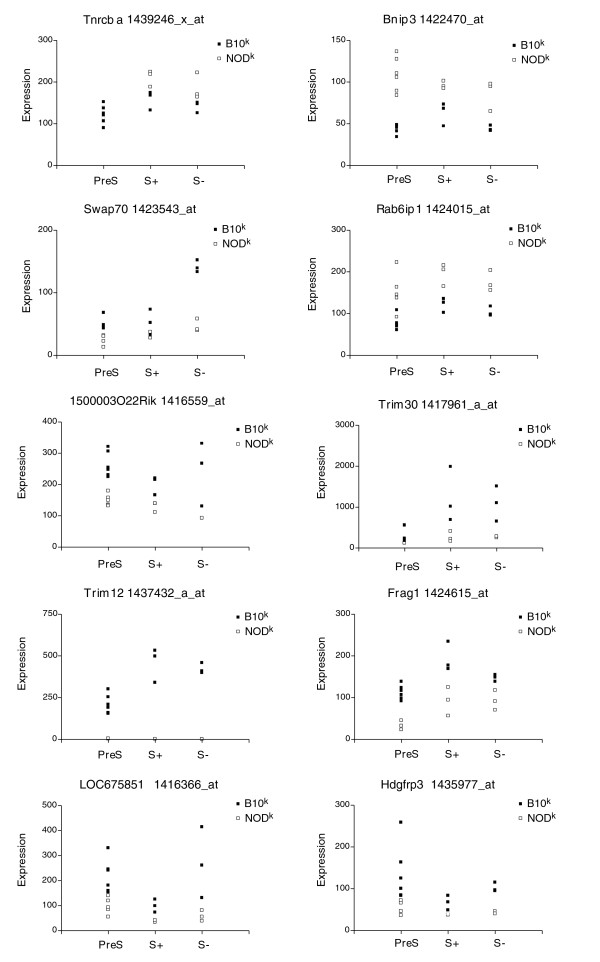
Expression of candidate genes for the *D7mit101*-linked defective thymic deletion allele. Individual values of biological replicates from the Affymetrix 430A microarray chips are indicated in the biological groups of 'pre-selection' (PreS), 'positive selection' (S+) and 'negative selection' (S-). Values are represented in black (B10^k^) and white (NOD^k^) boxes.

**Figure 8:**
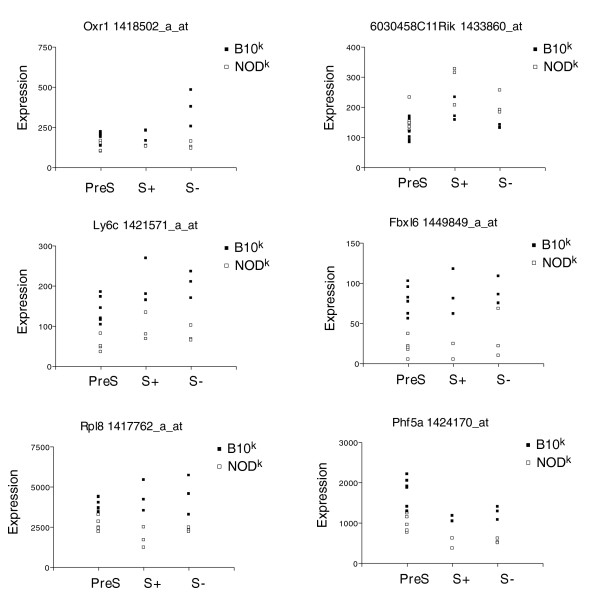
Expression of candidate genes for *D15mit229*-linked defective thymic deletion. Individual values of biological replicates from the Affymetrix 430A microarray chips are indicated in the biological groups of 'pre-selection' (PreS), 'positive selection' (S+) and 'negative selection' (S-). Values are represented in black (B10^k^) and white (NOD^k^) boxes.

**Figure 9:**
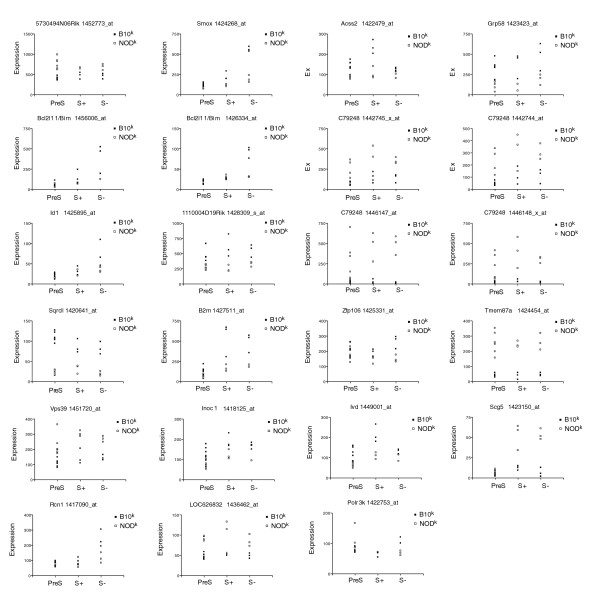
Expression of candidate genes for *D2mit490*-linked defective thymic deletion. Individual values of biological replicates from the Affymetrix 430A microarray chips are indicated in the biological groups of 'pre-selection' (PreS), 'positive selection' (S+) and 'negative selection' (S-). Values are represented in black (B10^k^) and white (NOD^k^) boxes.

**Figure 10:**
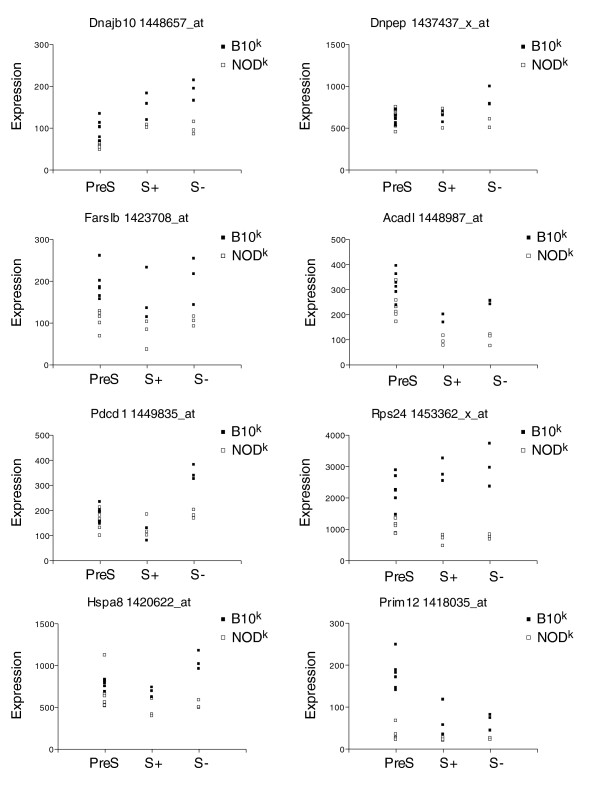
Expression of candidates for the defective thymic deletion allele linked to *D1mit181*. Individual values of biological replicates from the Affymetrix 430A microarray chips are indicated in the biological groups of 'pre-selection' (PreS), 'positive selection' (S+) and 'negative selection' (S-). Values are represented in black (B10^k^) and white (NOD^k^) boxes.

**Table 1:** Genomic regions with enriched gene expression changes

Cytogenetic band	Size*	NES^†^	NOM *p *val^‡^	FDR q val^§^
Regions enriched for gene expression changes during positive selection (B10^k^)				
Decreased in positive selection				
chr12 F	69	1.8	0.002	0.05
chr3 B	29	1.5	0.035	0.24
chr2 F	100	1.5	0.009	0.24
Regions enriched for gene expression changes during negative selection (B10^k^)				
Increased in negative selection				
chr2 F	100	1.7	0.002	0.08
Decreased in negative selection				
chr11 E	206	-1.7	0.000	0.06
chr6 B	138	-1.5	0.000	0.24
Regions enriched for expression differences between strains in pre-selection thymocytes				
Increased in B10^k^				
chr8 E	110	1.6	0.003	0.17
chr7 E	103	1.6	0.000	0.13
chr18 E	91	1.6	0.008	0.13
chr12 F	69	1.5	0.012	0.14
chr6 C	101	1.5	0.010	0.12
chr1 B	48	1.5	0.030	0.16
chr15 D	99	1.5	0.011	0.14
chr5 F	175	1.4	0.018	0.22
chr10 C	204	1.4	0.007	0.22
chr19 A	199	1.4	0.009	0.21
chr4 E	126	1.4	0.030	0.25
Decreased in B10^k^				
chrX F	109	-2.4	0.000	0.00
chr3 E	43	-1.9	0.003	0.01
chrX D	25	-1.8	0.004	0.01
chr3 H	76	-1.8	0.003	0.01
chr5 C	66	-1.7	0.000	0.03
chr12 C	101	-1.5	0.008	0.09
chr1 A	39	-1.5	0.017	0.09
chrX A	207	-1.5	0.010	0.13
Regions with enriched strain expression differences during negative selection				
Increased in B10^k^				
chr2 F	100	1.8	0.002	0.05
chr3 A	61	1.6	0.008	0.19

*Size: number of genes in the cytogenetic band represented by Affymetrix probesets. ^†^NES: normalized (multiplicative rescaling) enrichment score. ^‡^NOM *p *val: nominal *p *value from the null distribution of the gene set. ^§^FDR q val: false discovery rate q values (only false discovery rate < 0.25 have been included).

**Table 2:** Summary of candidate genes by loci and expression change group

	*D7mit101*	*D15mit229*	*D2mit490*	*D1mit181*
Group	Ch7, 60 cM	Ch15, 22 cM	Ch2, 65 cM	Ch1, 43 cM
1	1	1	5	3
2				
3	6	4	9	5
4				
5	1		1	
6	2	1	5	

**Table 3:** High quality candidates for the *D7mit101*-linked allele

Gene	Probeset	Group	Distance (cM)	Fold change	Function
*Tnrcba*	1439246_x_a	5	6.2	1.3	Unknown
*Bnip3*	1422470_at	6	8.4	2.0	Vital for CD47-induced apoptosis [59], activation induced apoptosis [62], hypoxic apoptosis [61]
*Swap70*	1423543_at	1	9.8	3.1	Part of Ig recombination complex [87], Rac-GEF required for membrane ruffling [88]
*Rab6ip1*	1424015_at	6	10.0	1.8	Interacts with Rab6 [89] (Golgi-ER transport)
1500003O22Rik	1416559_at	3	12.4	1.9	unknown
*Trim30*	1417961_a_at	3	13.2	3.6	RING, B-box type 1 and 2, coiled coil domains [64]
*Trim12*	1437432_a_at	3	13.3	297	RING, B-box type 1 and 2, coiled coil domains [64]
*Frag1*	1424615_at	3	14.6	2.5	Potently activates fibroblast growth factor receptor [90]
LOC675851	1416366_at	3	17.8	3.1	Unknown
*Hdgfrp3*	1435977_at	3	19.6	2.1	Unknown

ER, endoplasmic reticulum. GEF, guanine nucleotide exchange factor.

**Table 4:** High quality candidates for *D15mit229*-linked defective thymic deletion

Gene	Probeset	Group	Distance (cM)	Fold change	Function
*Oxr1*	1418502_a_at	1	0.1	2.7	Protection against oxidative damage [91]
6030458C11Rik	1433860_at	6	18.1	1.5	Unknown
*Ly6c*	1421571_a_at	3	21.1	2.3	Inhibits signal for secretion of IL2 and proliferation [65], cross-linking causes clustering of LFA-1 [66]
*Fbxl6*	1449849_a_at	3	22.0	3.1	Unknown
*Rpl8*	1417762_a_at	3	22.3	1.9	Structural constituent of ribosomes
*Phf5a*	1424170_at	3	25.4	2.1	Nuclear protein, possibly chromatin binding [92]

LFA, Leukocyte function associated molecule.

**Table 5:** High quality candidates for *D2mit490*-linked defective thymic deletion

Gene	Probeset	Group	Distance (cM)	Fold change	Function
5730494N06Rik	1452773_at	6	4.2	1.6	Unknown
*Smox*	1424268_at	1, 3	4.6	2.9	Oxidizes spermine to spermidine [67], resulting in DNA damage and apoptosis [68]
*Bcl2l11/Bim*	1456006_at 1426334_a_at	1	6.7	2.3 3.0	Pro-apoptotic initiator for cytokine deprivation [70] and TCR-stimulation of thymocytes [71]
*Id1*	1425895_a_at	1	8.8	2.2	Inhibits function of E2A and HEB, increases response to TCR stimulation, increases sensitivity to thymocyte apoptosis [72]
*Pdrg1*	1428309_s_at	3	8.8	1.9	Upregulated by UV radiation and downregulated by p53 [74]
*Sqrdl*	1420641_a_at	3	10.1	3.9	Disulfide oxidoreductase activity
*B2 m*	1427511_at	3	10.5	2.7	Component of MHC class I
*Acss2*	1422479_at	3	10.4	1.7	Oxidation of acetate for acetyl-CoA production (utilized mainly for oxidation) [93]
*Pdia3*	1423423_at	3	11.0	3.4	Chaperone in the ER lumen, required for mitomycin C-induced cell death [73]
C79248	1442744_at	6	11.0	2.6	Unknown
	1442745_x_at			3.1	
	1446148_x_at			20.5	
	1446147_at			11.3	
*Zfp106*	1425331_at	3	11.5	1.5	Interacts with FYN and Grb-2 [94]
*Tmem87a*	1424454_at	6	11.6	6.0	Unknown
*Vps39*	1451720_at	6	11.6	2.0	Promotes lysosome clustering and fusion *in vivo*, downstream of rab7 [95]
*Inoc1*	1418125_at	3	12.2	1.6	Unknown
*Ivd*	1449001_at	3	12.5	1.8	Isovaleryl coenzyme A dehydrogenase
*Scg5*	1423150_at	5	15.6	5.6	Neuroendocrine secretory protein [96]
*Rcn1*	1417090_at	1	20.9	2.1	ER Ca^++ ^binding protein [97]
LOC626832	1436462_at	6	22.8	1.9	Unknown
*Polr3k*	1422753_a_at	1	26.8	1.6	RNA polymerase

ER, endoplasmic reticulum. Fyn, fyn proto-oncogene. Grb, growth factor receptor binding protein. HEB, transcription factor 12.

**Table 6:** High quality candidates for the defective thymic deletion allele linked to *D1mit181*

Gene	Probeset	Group	Distance (cM)	Fold change	Function
*Dnajb10*	1448657_a_at	3	0.5	1.7	Homology to heat shock protein DnaJ (Hsp40)
*Dnpep*	1437437_x_at	1	0.5	1.6	Putative aspartyl aminopeptidase function
*Farslb*	1423708_a_at	3	2.5	2.0	Phenylalanine-tRNA synthetase-like, beta subunit
*Acadl*	1448987_at	3	4.8	1.9	Involved in the initial step of mitochondrial beta-oxidation of straight-chain fatty acids
*Pdcd1*	1449835_at	1	11.8	1.9	Negative regulator of T cell function [77], reduces positive selection [78], blockade induces diabetes in NOD mice [81], KO has autoimmune symptoms [79,80]
*Rps24*	1453362_x_at	3	12.0	3.5	Ribosome constituent
*Hspa8*	1420622_a_at	1	17.6	2.0	Aid in the targeting of the MHC class II complex to endocytic compartments [98], regulates cell cycle [99]
*Prim2*	1418035_a_at	3	25.7	3.7	DNA primase [100] involved in primer initiation, elongation, and counting [101]

KO, knockout.

How the deposited data were processed for this re-analysis (not part of the article)

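mRNA was measured on 24 Affymetrix GeneChip arrays, 12 from the B10^k and 12 from the NOD^k strain, in thymocytes sorted from female mice of 6 to 8 weeks carrying the 3A9 TCR alone or with insHEL. In each strain there were 3 pools of PreS cells from TCR mice, 3 of PreS cells from TCR insHEL mice, 3 of S+ cells and 3 of S- cells. The RNA was amplified in 2 rounds of in vitro transcription, and the arrays were of 1 lot, hybridized on 9 days. The authors computed MAS 5.0 signals, on a linear scale and scaled to a trimmed mean of 150 on each array, and gave them for 22690 probesets. Present calls and probe-level intensities were not used here.

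From these signals 64 control probesets were removed, 33 values of 0 were set to 0.1, and log2 values were standardized for each array to mean 0 and variance 1, as in the paper's methods, and put back on a common log2 scale. Probesets with a signal of at least 32 in all 3 arrays of at least 1 of the 8 conditions were kept, in place of the present calls (12838 of 22626, with 7831 genes). Gene names came from the annotation of the array, with symbols updated to the RefSeq genes of the mouse through the gene identifier, and 20380 probesets had 1 symbol. A gene was represented by the probeset in the paper's tables or, for other genes, by its probeset of highest mean signal over the 24 arrays. Genes named for the largest changes were drawn from the 8 largest on each side that passed the threshold, did not overlap between the groups and had a mean signal of at least 100 in a group.

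Comparisons were fitted with limma 3.58.1 in R 4.3.3, each strain on its own with both PreS groups merged, and the strains in 1 fit of 24 arrays for differences between strains and for the difference between strains in S- against S+. P values were adjusted by the method of Benjamini and Hochberg over the kept probesets, with a threshold of 0.05. Patterns used an overall F at p under 0.05, as in Additional data file 2, where the paper's methods give 0.005. Contrasts used an unadjusted p under 0.05, and strain groups an overall F at p under 0.005, as in the paper. Euclidean distances were taken between group means of standardized values. Gene lists (31, some with genes that the paper names) were written from general knowledge. In each comparison 30 of them were tested with limma's camera at an inter-gene correlation of 0.01, with p values adjusted over these lists. The correlation estimated from the data and the rotation test fry were alternatives. The stretch of genes in band 2F was tested in the same way, and the other cytogenetic bands of Table 1 and the enrichment program of the methods were not analysed here. Single values were compared by exact or permutation tests with 1e+05 resamples.

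With 3 arrays in a group, correlation between replicates ran from 0.843 to 0.967, and the median residual SD was 0.363 in B10^k and 0.444 in NOD^k on the log2 scale. Tested on simulated data with the same spread and 200 changed probesets, 28 of 100 changes of log2 1 and 85 of 100 of log2 2 were recovered in B10^k S+ against PreS cells, 12 and 73 in B10^k S- against S+, 9 and 75 in NOD^k S- against S+, 63 and 94 between the strains at PreS, and 5 and 51 for the difference between strains in S- against S+.

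The conditions, the main choices and most alternatives were set before the data were examined: the methods' t-test in place of limma, MAS 5.0 scaling only, quantile normalization, a floor of 16, no filter or a filter at 64, replicate number as a block, hybridization day as a block, array weights, all 24 arrays in 1 fit, PreS arrays of the same mice, the overall F below 0.005, replicate spread subtracted and each array left out in turn. Day as a random block, the 3' to 5' ratio of the control transcripts as a covariate and leaving out the 3 arrays of highest ratio were added after seeing the data. Replicate numbers were not taken as pairs, since deviations of arrays with the same number were not correlated (mean 0.0356). For 100 or all possible regroupings of the same arrays the counts were made again.

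The flow cytometry and the linkage data of the paper were not analysed here. The supplementary tables held 1080 of 5544 probesets of Additional data file 1 and 1998 of 2141 and 1998 of 2002 of the pattern sheets of Additional data file 2, and they were used only to compare values.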

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

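The 3' to 5' covariate below was a test chosen after the result was seen, and the gene names were drawn from the result itself. The results here stood out because a change between S+ and S- differed between the strains by a direct test, or because probesets passed in a comparison for which the paper names no gene. No PreS array stood apart from its group by Dixon's test (10 tests over measures of the PreS groups of 6 arrays, 0 past the critical value). The S+ and S- arrays were not tested in this way.

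In 19 probesets the S- against S+ change differed between the strains (limma, 17 lower in NOD^k). Most of them are of genes higher in S- than in S+ in B10^k thymocytes but not in NOD^k thymocytes. Cell division accounts for many of them: Kif2c, a microtubule depolymerase, at -3.60 (adjusted p = 5.0e-04), Mki67 at -3.63 (adjusted p = 0.00426), Sgo1, which guards cohesion, at -3.67 (adjusted p = 0.00577), Bub1, a checkpoint kinase, at -3.64 (adjusted p = 0.00577), Cenpf, a kinetochore protein, at -3.69 (adjusted p = 0.0416), and Cks2 at -3.33 (adjusted p = 7.1e-04) and -2.35 (adjusted p = 6.9e-04) in limma. Of the same kind were Depdc1a at -4.07 (adjusted p = 0.0410), Cep55 at -2.66 (adjusted p = 0.0410), Nusap1 at -2.42 (adjusted p = 0.0352), Ect2 at -2.21 (adjusted p = 0.0450), Trip13 at -2.00 (adjusted p = 0.0416) and Cdc20 at -1.94 (adjusted p = 0.0416) (limma). As a list, G2/M genes lay below PreS on every S+ and S- array of both strains. Their median log2 difference from PreS was -3.57 to -2.83 in B10^k S+ and -1.71 to -1.25 in B10^k S-. In NOD^k it was -1.95 to -1.41 in S+ and -1.91 to -1.56 in S-. For this list the higher B10^k S- level was thus a smaller fall from PreS and not a rise above it. Outside the cell cycle were Tnni1, a troponin, at -3.66 (adjusted p = 5.0e-04), Rab13, a vesicle GTPase, at -3.21 (adjusted p = 0.0103), Pkig, a kinase inhibitor, at -2.81 (adjusted p = 0.0410), and Lad1, an anchoring filament protein, at -2.23 (adjusted p = 0.00610) (limma). The other direction held Phf21a, a histone-binding protein, at 1.69 (adjusted p = 0.0416) and the unnamed probeset 1427932_s_at at 3.56 (adjusted p = 6.9e-04) in limma. Signals of Tnni1, Rab13, Pkig, Depdc1a, Bub1, Sgo1 and Cep55 lie under 32 in B10^k S+, near background. Those of Tnni1, Rab13, Pkig and Depdc1a do so in NOD^k S- as well, and that of Tnni1 in NOD^k S+ (4.2). The sizes of the differences of all these genes are not exact. Pkig was under 32 in each group compared (B10^k S+ 3.7 and S- 21.8, NOD^k S+ 29.2 and S- 21.0), so its whole difference lies near background.

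The call of Kif2c was lost at 3 other probesets, with -0.88 (adjusted p = 0.797), -0.41 (adjusted p = 0.817) and a slight rise at 1432392_at in limma, and a further Bub1 probeset gave -1.20 (adjusted p = 0.470) in limma. The number of probesets was 52 with the 3' to 5' ratio as a covariate and 28 with hybridization day as a block, and with 1 array left out it was 161 without NOD^k S+ replicate 3, 47 without B10^k S+ replicate 1, 12 without NOD^k S- replicate 2, 11 without B10^k S- replicate 1 or NOD^k S- replicate 3, 10 without NOD^k S+ replicate 1, and 14 to 23 without each of the other 6 arrays.

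As gene lists, G2/M genes differed between the strains in this change by a median log2 of -1.68 (1 of 34 positive), G1/S genes by -0.67 (4 of 28 positive, limma camera adjusted p = 1.6e-07) and pre-selection double positive genes by -0.77 (3 of 17, camera adjusted p = 6.7e-05), while single positive maturation genes differed by 0.82 (19 of 22 positive). Heat shock genes differed by -0.45 (2 of 10 positive, limma camera adjusted p = 0.00383). These list calls held with an estimated correlation and with each array left out in turn, and of the alternatives 1 lost a call, heat shock with the 3 arrays of highest 3' to 5' ratio left out (a test chosen after the result was seen, -0.38, limma camera adjusted p = 0.128).

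Between PreS cells of TCR insHEL and TCR mice, which the paper compares, finds nearly alike and merges without naming genes, 4 probesets passed in NOD^k and 0 in B10^k (limma, 3 arrays against 3, 1333 and 287 at an unadjusted p under 0.05 against 641.9 expected by chance). With 1 array left out the NOD^k number was 13 without TCR replicate 2. It was 3 and 2 without TCR insHEL replicates 3 and 2, and 0 without each of the others. With no filter, with a floor of 16 or by the methods' t-test it was 0. With hybridization day as a block it was 868. That fit rests on TCR insHEL replicate 1, the only array of its group on a day with TCR arrays, and does not show an insHEL effect.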

How the results depend on the processing

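Day as a random block, the 3' to 5' ratio as a covariate and leaving out the 3 arrays of highest ratio were tests chosen after the values were seen. No alternative was left unrun. With 3 arrays in a group, leaving 1 out leaves 2, whose spread is pooled with that of the other groups by limma. For the values below, the cause of a change was not tested unless the closing paragraphs on patterns say so.

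With the methods' t-test at its unadjusted threshold these values were higher: B10^k S+ against PreS 3669, B10^k S- against PreS 3050, B10^k S- against S+ 1460, B10^k PreS of TCR insHEL against TCR mice 346, NOD^k S+ against PreS 3771, NOD^k S- against PreS 3270, NOD^k S- against S+ 518, NOD^k PreS of TCR insHEL against TCR mice 1336, NOD^k PreS against B10^k PreS 2284, NOD^k S+ against B10^k S+ 2339, NOD^k S- against B10^k S- 1905, strain difference in S- against S+ 972.

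In the NOD^k fits with day as a block, TCR insHEL replicate 1 alone shared a day with TCR arrays. No NOD^k S- array shared a day with PreS arrays. With hybridization day as a block these values were higher: NOD^k PreS of TCR insHEL against TCR mice 868. The lower values were B10^k S+ against PreS 1115, B10^k S- against PreS 301, B10^k S- against S+ 113, NOD^k S+ against PreS 5, NOD^k S- against PreS 0, NOD^k PreS against B10^k PreS 237, NOD^k S+ against B10^k S+ 112, NOD^k S- against B10^k S- 139, B10^k pattern A 414, B10^k pattern G 512, NOD^k pattern A 125, NOD^k pattern G 242, NOD^k patterns B and C 9, NOD^k patterns H and I 11, NOD^k patterns D, E and L 25, NOD^k patterns J, K and F 18, group 1 38, group 3 110, group 6 73, 2F stretch p value in NOD^k S- against B10^k S- 0.0314, B10^k ratio of positive to negative selection probesets 3.56, pattern A shared 49, pattern A different between strains in S+ and S- 19, pattern G shared 36, pattern G different between strains in S+ and S- 30, candidates in the same group 19.

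With PreS arrays of the same mice only these values were lower: B10^k S+ against PreS 1427, NOD^k S+ against PreS 835.

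With array quality weights these values were higher: B10^k S- against PreS 2381, NOD^k S+ against PreS 4053, NOD^k S- against PreS 3983, NOD^k S- against S+ 1794, NOD^k PreS of TCR insHEL against TCR mice 259, NOD^k S+ against B10^k S+ 2969, NOD^k S- against B10^k S- 2654, strain difference in S- against S+ 771, NOD^k patterns B and C 786, NOD^k patterns H and I 1397, NOD^k patterns D, E and L 706, NOD^k patterns J, K and F 563, group 1 128, group 3 290, pattern A different between strains in S+ and S- 133, percentage of pattern A different between strains at S- 27.8, pattern G different between strains in S+ and S- 135, percentage of pattern G different between strains at S- 28.1. Lower were NOD^k percentage of patterns A, B and D in A 81.7, NOD^k percentage of patterns G, H and J in G 70.9.

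With the methods' t-test and adjustment these values were higher: D, E and L share 95.3, J, K and F share 96.3. Those lower were B10^k S- against S+ 142, NOD^k PreS of TCR insHEL against TCR mice 0, strain difference in S- against S+ 11.

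With no filter these values were higher: NOD^k patterns B and C 123, NOD^k patterns J, K and F 155, distance B10^k PreS to S+ 42.2, distance B10^k PreS to S- 38.5, distance B10^k S+ to S- 34.1, distance NOD^k PreS to S+ 43.2, distance NOD^k PreS to S- 42.0, distance NOD^k S+ to S- 34.9, distance PreS B10^k to NOD^k 30.3, distance S+ B10^k to NOD^k 41.8, distance S- B10^k to NOD^k 38.7, J, K and F share 96.9. The lower values were B10^k S- against S+ 96, NOD^k S+ against PreS 1071, NOD^k S- against PreS 846, NOD^k PreS of TCR insHEL against TCR mice 0, NOD^k S+ against B10^k S+ 309, D, E and L share 92.2, 2F stretch p value in NOD^k S- against B10^k S- 0.0254.

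With day as a random block (after the values were seen) these values were higher: B10^k S- against S+ 338, strain difference in S- against S+ 48.

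With the 3 arrays of highest 3' to 5' ratio left out (after the values were seen) these values were higher: NOD^k PreS of TCR insHEL against TCR mice 10. Lower were NOD^k S+ against PreS 337, NOD^k S+ against B10^k S+ 148, NOD^k pattern G 763, NOD^k patterns B and C 30, NOD^k patterns H and I 77, NOD^k patterns D, E and L 55.

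With all 24 arrays in one fit these values were higher: NOD^k S- against PreS 2294, NOD^k S- against S+ 1.

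With the 3' to 5' ratio as a covariate (after the values were seen) these values were higher: NOD^k S- against PreS 2207, NOD^k S- against B10^k S- 531, strain difference in S- against S+ 52. The lower values were NOD^k patterns H and I 97, D, E and L share 92.9, J, K and F share 93.5.

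With a floor of 16 these values were higher: NOD^k S- against S+ 2, strain difference in S- against S+ 50. Values fell for NOD^k PreS of TCR insHEL against TCR mice 0, distance B10^k PreS to S+ 29.8, distance B10^k PreS to S- 25.7, distance S- B10^k to NOD^k 23.3, D, E and L share 93.3, J, K and F share 94.6.

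With a filter at 64 these values were higher: strain difference in S- against S+ 30, D, E and L share 95. Lower were NOD^k PreS of TCR insHEL against TCR mice 2, NOD^k patterns B and C 39, distance B10^k PreS to S+ 29.2, distance B10^k PreS to S- 24.7, distance B10^k S+ to S- 18.2, distance NOD^k PreS to S- 29.1, distance S- B10^k to NOD^k 22.4.

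With replicate number as a block these values were higher: strain difference in S- against S+ 31, NOD^k patterns H and I 279. Those lower were NOD^k PreS of TCR insHEL against TCR mice 0.

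With MAS 5.0 scaling only these values were higher: strain difference in S- against S+ 38, J, K and F share 96.2. The lower values were NOD^k patterns H and I 101, D, E and L share 93.

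With quantile normalization these values were higher: strain difference in S- against S+ 37, D, E and L share 94.6. Values fell for J, K and F share 94.4.

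With the overall F below 0.005 these values were higher: D, E and L share 95.4. Lower were B10^k pattern A 457, B10^k patterns B and C 206, B10^k patterns D, E and L 109, B10^k patterns J, K and F 71, NOD^k pattern A 617, NOD^k pattern G 752, NOD^k patterns B and C 23, NOD^k patterns H and I 58, NOD^k patterns D, E and L 51, NOD^k patterns J, K and F 34, B10^k percentage of patterns A, B and D in A 77.9, B10^k percentage of patterns G, H and J in G 67.4, pattern A shared 210, pattern G shared 228.

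With replicate spread subtracted these values were lower: distance B10^k PreS to S+ 28.9, distance B10^k PreS to S- 25.0, distance B10^k S+ to S- 12.9, distance PreS B10^k to NOD^k 17.8, distance S- B10^k to NOD^k 22.3.

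With an estimated inter-gene correlation these values were higher: 2F stretch p value in B10^k S- against S+ 0.0652. The lower values were gene lists past the threshold in B10^k S+ against PreS 11, gene lists past the threshold in B10^k S- against S+ 7, gene lists past the threshold in NOD^k S+ against PreS 8, gene lists past the threshold in NOD^k S- against S+ 0, gene lists past the threshold in NOD^k PreS against B10^k PreS 0, gene lists past the threshold in NOD^k S+ against B10^k S+ 1, gene lists past the threshold in NOD^k S- against B10^k S- 2, gene lists past the threshold in strain difference in S- against S+ 5.

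With the genes that the paper names, which it chose on these arrays, left out these values were higher: 2F stretch p value in B10^k S- against S+ 0.390.

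With rotation tests (fry) these values were higher: gene lists past the threshold in NOD^k PreS against B10^k PreS 7. Lower were gene lists past the threshold in NOD^k S- against S+ 0, gene lists past the threshold in NOD^k S- against B10^k S- 3, gene lists past the threshold in strain difference in S- against S+ 6.

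With B10^k S- replicate 1, 2 or 3 compared and the others used for the choice, the D, E and L share was 80.6, 83.3 and 84.0 percent and the J, K and F share 80.1, 84.6 and 71.6 percent.

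Where either probeset had a call, the sign was reversed at another probeset of 3 genes: Il2ra in B10^k S- against PreS at 1420691_at (0.93, limma adjusted p = 0.0267), Kif2c in the strain difference at 1432392_at (0.16, limma adjusted p = 0.945) and Rps24 in NOD^k S- against B10^k S- at 1455195_at (0.58, limma adjusted p = 0.584).

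With 1 array left out at a time the values ran as follows: B10^k S- against PreS 850 (without B10^k S- replicate 2) to 1371 (without B10^k PreS TCR insHEL replicate 1), B10^k S- against S+ 97 (without B10^k S- replicate 1) to 178 (without B10^k S+ replicate 1), NOD^k S+ against PreS 720 (without NOD^k S+ replicate 2) to 3046 (without NOD^k S+ replicate 3), NOD^k S- against PreS 592 (without NOD^k S- replicate 3) to 1911 (without NOD^k PreS TCR replicate 1), NOD^k S- against S+ 0 (without NOD^k S+ replicate 1 among others) to 171 (without NOD^k S+ replicate 3), NOD^k PreS of TCR insHEL against TCR mice 0 (without NOD^k PreS TCR replicate 1 among others) to 13 (without NOD^k PreS TCR replicate 2).

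Further ranges with 1 array left out were: NOD^k S+ against B10^k S+ 219 (without NOD^k S+ replicate 1) to 2311 (without NOD^k S+ replicate 3), NOD^k S- against B10^k S- 162 (without NOD^k S- replicate 3) to 297 (without B10^k S- replicate 3), strain difference in S- against S+ 10 (without NOD^k S+ replicate 1) to 161 (without NOD^k S+ replicate 3), NOD^k patterns B and C 24 (without NOD^k S+ replicate 1) to 550 (without NOD^k S+ replicate 3), NOD^k patterns H and I 56 (without NOD^k S+ replicate 1) to 1129 (without NOD^k S+ replicate 3), NOD^k patterns D, E and L 35 (without NOD^k S- replicate 3) to 317 (without NOD^k S+ replicate 3).

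Other ranges over single arrays left out were: NOD^k patterns J, K and F 33 (without NOD^k S+ replicate 1) to 234 (without NOD^k S+ replicate 3), distance B10^k S+ to S- 21.1 (without B10^k S- replicate 1) to 23.5 (without B10^k S+ replicate 2), distance NOD^k PreS to S+ 31.6 (without NOD^k S+ replicate 2) to 40.2 (without NOD^k S+ replicate 3), distance NOD^k S+ to S- 17.4 (without NOD^k S+ replicate 1) to 32.2 (without NOD^k S+ replicate 3), distance S- B10^k to NOD^k 26.0 (without B10^k S- replicate 1) to 29.2 (without B10^k S- replicate 3), D, E and L share 91.7 (without NOD^k S- replicate 1) to 96.8 (without B10^k S- replicate 3).

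The last ranges were: J, K and F share 92.5 (without B10^k S+ replicate 1) to 98.6 (without B10^k S- replicate 3), 2F stretch p value in B10^k S- against S+ 0.00333 (without B10^k S+ replicate 3) to 0.0513 (without B10^k S+ replicate 2), 2F stretch p value in NOD^k S- against B10^k S- 0.0489 (without B10^k S- replicate 2) to 0.156 (without B10^k S- replicate 1), NOD^k percentage of patterns A, B and D in A 86.7 (without NOD^k S+ replicate 3) to 97.3 (without NOD^k S+ replicate 1), NOD^k percentage of patterns G, H and J in G 76.2 (without NOD^k S+ replicate 3) to 98.5 (without NOD^k S+ replicate 1), pattern G different between strains in S+ and S- 41 (without B10^k S- replicate 2) to 78 (without B10^k S+ replicate 1).

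Among named genes and lists, a call was lost for 52 of 277 with hybridization day as a block, 15 with no filter, 29 of 122 at another probeset, 20 of 58 lists with an estimated correlation and 98 of 2400 with 1 array left out, and a call was gained for 26 of 219 with array weights. With replicate number as a block 2 of 277 were lost, and replicate numbers showed no pairing of samples (mean correlation 0.0356).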

Differences from the paper's values

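Of 99 values that the paper states and that were also computed here, 14 lie more than 1.5 times apart and beyond the spread between arrays where one was set, and 2 more lie as far apart within it. Most of the 14 are counts, for which no spread between arrays was set against the difference, and the same holds for the NOD^k S+ to S- distance. Of 47 fold changes 43 lie within 10%. Alternatives were set before the data were examined, except day as a random block, the 3' to 5' covariate and the 3 arrays of highest ratio left out, which were tests chosen after seeing the values. With these 41, 32 and 28 of 47 candidate probesets lie in the group the paper gives, where the main choices give 41.

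The distance between B10^k S+ and S- cells is 13.9 in the paper and 21.0 here. In range were 12.9 with replicate spread subtracted, 20.8 with MAS 5.0 scaling only, 19.0 with a floor of 16 and 18.2 with a filter at 64, and out of range were the values with quantile normalization and with no filter. Between NOD^k S+ and S- cells the paper gives 8.9 and the value here is 20.9. In range was 10.2 with replicate spread subtracted, and out of range were the values with MAS 5.0 scaling only, with quantile normalization, with a floor of 16, with no filter and with a filter at 64. Between the strains at PreS it is 14.2 in the paper and 21.5 here. In range were 17.8 with replicate spread subtracted, 21.1 with quantile normalization, 18.9 with a floor of 16 and 18.3 with a filter at 64, and out of range were the values with MAS 5.0 scaling only and with no filter, while leaving 1 array out brought it in range for B10^k PreS TCR insHEL replicate 1 (20.9), B10^k PreS TCR insHEL replicate 3 (21.0) and NOD^k PreS TCR insHEL replicate 1 (19.4). It was 19.2 with the 3' to 5' covariate and 19.4 with the 3 arrays left out, both chosen after seeing the values. At S- the strains lie about 17 apart in the paper (Figure 1, read by eye) and 26.2 here. In range were 22.3 with replicate spread subtracted, 23.3 with a floor of 16 and 22.4 with a filter at 64, and out of range were the values with MAS 5.0 scaling only, with quantile normalization and with no filter. At S+ they lie about 18 apart in the paper (Figure 1, read by eye) and 29.2 here. In range were 21.0 with replicate spread subtracted, 25.4 with a floor of 16 and 25.1 with a filter at 64, and out of range were the values with MAS 5.0 scaling only, with quantile normalization and with no filter, while leaving 1 array out brought it in range for NOD^k S+ replicate 1 (26.1) and NOD^k S+ replicate 2 (27.6). It was 24.8 with the 3' to 5' covariate and 27.2 with the 3 arrays left out, both chosen after seeing the values.

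Pattern counts here use an overall F at p under 0.05, as in Additional data file 2, where the methods give 0.005. In B10^k patterns J, K and F the paper counts 102 probesets and 194 were found here. In range were 132 with MAS 5.0 scaling only and 71 with the overall F below 0.005, and out of range were the values by the methods' t-test, with quantile normalization, with a floor of 16, with no filter, with a filter at 64, with the replicate block, with the day block and with array weights, while leaving 1 array out brought it in range for B10^k S+ replicate 1 (146) and B10^k S- replicate 2 (149). For NOD^k patterns H and I the paper shows about 61 (Figure 2, read by eye) and 154 were found here. In range was 58 with the overall F below 0.005, and out of range were the values by the methods' t-test, with MAS 5.0 scaling only, with quantile normalization, with a floor of 16, with no filter, with a filter at 64, with the replicate block, with the day block and with array weights, while leaving 1 array out brought it in range for NOD^k S+ replicate 1 (56), NOD^k S+ replicate 2 (67), NOD^k S- replicate 2 (87) and NOD^k S- replicate 3 (73). With the 3 arrays left out, chosen after seeing the values, the count was 77. Single arrays left out gave 56 to 1129. Of the B10^k patterns J, K and F probesets, the paper finds 100 higher in NOD^k S- cells and 185 were higher here. In range were 127 with MAS 5.0 scaling only, 146 with a filter at 64 and 68 with the overall F below 0.005, and out of range were the values by the methods' t-test, with quantile normalization, with a floor of 16, with no filter, with the replicate block, with the day block and with array weights, while leaving 1 array out brought it in range for B10^k S+ replicate 1 (135) and B10^k S- replicate 2 (144). By more than 20% the paper has 84 and 175 were found here. In range were 120 with MAS 5.0 scaling only and 67 with the overall F below 0.005, and out of range were the values by the methods' t-test, with quantile normalization, with a floor of 16, with no filter, with a filter at 64, with the replicate block, with the day block and with array weights, while leaving 1 array out brought it in range for B10^k S+ replicate 1 (122). Significantly higher were 44 in the paper and 124 here. In range was 45 with the overall F below 0.005, and out of range were the values by the methods' t-test, with MAS 5.0 scaling only, with quantile normalization, with a floor of 16, with no filter, with a filter at 64, with the replicate block, with the day block and with array weights.

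Strain group 2 holds 8 probesets in the paper and 38 here. No alternative set before the data were examined came within range (10 tried). Group 2 was set here by levels and not by a test of the rise from PreS. Strain group 4 holds 2 in the paper's supplement and 9 here, again with no such alternative in range. Strain group 5 holds 28 in the supplement and 47 here. In range were 40 with a filter at 64 and 35 with the overall F below 0.005, and out of range were the values by the methods' t-test, with MAS 5.0 scaling only, with quantile normalization, with a floor of 16, with no filter, with the replicate block, with the day block and with array weights, while leaving 1 array out brought it in range for NOD^k PreS TCR insHEL replicate 2 (41), B10^k S+ replicate 2 (30), B10^k S+ replicate 3 (34), NOD^k S+ replicate 1 (35), NOD^k S+ replicate 2 (32), NOD^k S+ replicate 3 (38), NOD^k S- replicate 2 (32) and NOD^k S- replicate 3 (38). With the 3 arrays left out, chosen after seeing the values, group 5 held 37. The fold of C79248 at 1446148_x_at is 20.5 in the paper's Table 5 and 10.7 here, and neither of the 2 alternatives brought it in range. For the pair 1446147_at and 1446148_x_at the paper's folds match those here with the probesets exchanged (11.3 and 20.5 in the paper, 20.6 and 10.7 here), and the same holds for 1442744_at and 1442745_x_at (2.6 and 3.1 in the paper, 3.09 and 2.65 here).

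Of the paper's 47 candidate probesets, 41 fall in the strain group it gives and 6 in no group. Tnrc6a (1439246_x_at) and Polr3k (1422753_a_at) reach the paper's group by the methods' t-test, Dnpep (1437437_x_at) with array weights and Acss2 (1422479_at) with quantile normalization or array weights. The probeset 1433860_at (6030458C11Rik) reaches it with quantile normalization or without B10^k PreS TCR replicate 2, B10^k PreS TCR insHEL replicate 2 or NOD^k S+ replicate 3. Rrp8 (1416559_at) reaches it by the methods' t-test, with the day block, with array weights, with day as a random block (chosen after seeing the values), or without B10^k S+ replicate 1, NOD^k S+ replicate 1, B10^k S- replicates 1 or 3, or NOD^k S- replicate 2. The paper ranks the distance between S+ and S- cells as much smaller in NOD^k than in B10^k mice. Here the 2 strains gave 20.9 and 21.0, and 10.2 and 12.9 with replicate spread subtracted. It reports band 2F as enriched among strain differences in S- cells, and here the limma camera p value for it was 0.0800 in NOD^k against B10^k S- cells. The paper counts 100 genes in the band, and the set tested here is the 58 genes from Dut to Esf1 that passed the signal filter, so the sets differ. The p value was 0.0254 with no filter, 0.0314 with the day block and 0.0489 without B10^k S- replicate 2. In B10^k S- against S+ cells, where the paper also reports 2F, the p value was 0.0138 here (0.0652 with an estimated correlation).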

Other observations

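Of the tests in this part, the 3' to 5' covariate and the day block for the missing NOD^k calls, the ratio under other scalings and the arrays left out of the choice of probesets were chosen after the result was seen.

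For genes of cell division, much of the strain difference between the fates lies in the S+ cells. There G2/M genes are higher in NOD^k than in B10^k mice, while in S- cells they differ by a median log2 of -0.46 (3 of 34 positive, limma camera adjusted p = 1.3e-05, and adjusted p = 0.323 with an estimated correlation). Whether NOD^k S+ cells leave division later, or whether the sort took more immature cells, was not tested. The direct test of G2/M genes kept its direction in each of 9 alternatives and 12 arrays left out, from -1.93 to -1.38 with 1 array out.

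Further gene lists set the strains apart in S- or S+ cells. Heat shock genes rose from S+ to S- in B10^k by a median log2 of 0.66 (8 of 10 positive, 3 called over the list alone, limma camera adjusted p = 0.00286). Interferon-induced genes were higher in NOD^k S- than S+ cells by 0.63 (31 of 32 positive, limma camera adjusted p = 1.2e-06, and adjusted p = 0.349 with an estimated correlation), and the strain difference in this change was 0.76 (32 of 32 positive, limma camera adjusted p = 5.0e-07, and adjusted p = 0.147 with an estimated correlation). In S+ cells they were lower in NOD^k than in B10^k (-0.86, 6 of 32 past the threshold and 11 over the list alone, limma camera adjusted p = 1.2e-08, and adjusted p = 0.138 with an estimated correlation). Macrophage and dendritic cell markers went the other way, at -0.73 (0 of 15 positive, limma camera adjusted p = 1.7e-08, and adjusted p = 0.216 with an estimated correlation), with a strain difference of -1.32 (limma camera adjusted p = 9.2e-06, and adjusted p = 0.182 with an estimated correlation).

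Some classes tied to negative selection did not move as groups in B10^k S- against S+ cells. Of 8 pro-apoptotic BCL2 family genes 1 passed (2 over the list alone; median log2 -0.03, limma camera adjusted p = 0.366), of 4 anti-apoptotic members 0 (-0.11, adjusted p = 0.816) and of 15 p53 targets 0 (0.10, adjusted p = 0.739). Proteasome subunits leaned up in 24 of 25 members (0.30, limma camera adjusted p = 2.3e-04, and adjusted p = 0.227 with an estimated correlation), 0 of them past the threshold alone.

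In B10^k S+ against PreS cells, the list of the TCR complex and its proximal signalling had 7 of 21 genes higher and 1 lower (8 and 1 over the list alone; median log2 0.46, limma camera adjusted p = 0.00208, and adjusted p = 0.173 with an estimated correlation), and cytosolic ribosomal proteins 24 of 26 positive (0.40, limma camera adjusted p = 0.00759, and adjusted p = 0.475 with an estimated correlation; adjusted p = 0.0734 without B10^k S+ replicate 2). CD4 lineage genes had 2 of 4 higher (1.00, limma camera adjusted p = 0.0951), glycolysis 2 higher and 2 lower of 12 (0.28, adjusted p = 0.515) and ER chaperones with the unfolded protein response 3 higher and 1 lower of 23 (0.10, adjusted p = 0.351). Oxidative phosphorylation had 1 of 39 lower (-0.15, limma camera adjusted p = 0.0395, and adjusted p = 0.489 with an estimated correlation), a call lost without PreS TCR replicates 1 and 3 (0.0686 and 0.125) or S+ replicates 1, 2 and 3 (0.0650, 0.0702 and 0.0561). Markers of other cells fell or stayed: granulocytes 3 of 6 lower (-1.60, limma camera adjusted p = 0.0182, and adjusted p = 0.321 with an estimated correlation; 0.0561 without S+ replicate 3), erythroid cells 1 of 2 lower (-1.05, limma camera adjusted p = 0.476) and thymic epithelium 2 of 5 lower (0.03, adjusted p = 0.421). Of 7 Y-linked probesets 0 passed the signal filter, in female mice.

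In NOD^k, S- and S+ cells differed in 0 probesets, with 565 at an unadjusted p under 0.05 (limma; 0 and 518 by the methods' t-test), where B10^k gave 214. RNA length as the whole cause is argued against: with the 3' to 5' ratio of control transcripts as a covariate NOD^k gave 0 and B10^k 256, in a fit that called 77 of 214 changes of B10^k size put into the NOD^k arrays (69 without the covariate, and 0 at 0.5 times that size in either fit). For the number of probesets hybridization day cannot be told apart from the strain, since with day as a block NOD^k gave 0 and B10^k 113 but the fit called 0 of the 214 put in. For G2/M genes, pairs of S- and S+ arrays of the same day argue against day as the cause. Their median log2 differences were 0.94 and 2.42 in B10^k (33 of 34 positive in each) but -0.29 and -0.12 in NOD^k (4 and 11 of 34), with 1 array against 1 in each pair. A label exchanged for NOD^k S+ replicate 3 stays open too: its strong-agonist genes lay above those of the other 2 arrays by 0.553 of the B10^k difference (bootstrap interval -0.00120 to 1.52), Pdcd1 at 184 lay among the NOD^k S- arrays (lowest 169) and the closest array was NOD^k S- replicate 1, of the same day (r = 0.967), though Nr4a1 and Tnfrsf9 at 691 and 313 lay below the lowest NOD^k S- values of 1094 and 537. A weaker response of NOD^k thymocytes, which the strains of the design give, may be part of it, and at 0.5 times the B10^k size it would not have been called. The strong-agonist list changed from S+ to S- by a median log2 of 0.75 in NOD^k and 0.68 in B10^k. Over the alternatives these ran from 0.48 to 0.81 and from 0.58 to 1.06, so their order is not settled. The B10^k patterns D, E and L, chosen on B10^k arrays, changed less in NOD^k (0.35 against 1.09).

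Without NOD^k S+ replicate 3, 171 probesets passed, 153 higher and 18 lower in S-, and RNA length may account for them. Of these 90.6% changed in the direction that the slope on the 3' to 5' ratio has among PreS arrays (74.1% of all probesets and 56.5% of the B10^k calls do), 7 were also called in B10^k, and the covariate left 2. Array weights, 0.254 for that array and 1.24 and 1.37 for the other 2, called 1794, 89.7% in that direction. Over all 24 arrays, deviations from the condition mean followed this ratio (first component 31.8% of variance, r = 0.979, permutation p = 1e-05, the smallest that 1e+05 resamples can give).

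More probesets were lower (190) than higher (143) in NOD^k at all 3 stages (exact binomial p = 0.0116). The binomial test takes probesets as independent, though several can be of 1 gene and all share the arrays. Its p value thus does not establish an excess. For sequence differences under the probes, other probesets of the gene followed for 47 of 87 lower and 34 of 67 higher probesets. The ratio of these shares was 1.06 (95% interval 0.784 to 1.44), which gives no sign of this cause. With an excess of only 1.33 times, such a cause would shift the ratio little, and the interval takes probesets as independent. The test thus does not decide. Scaling is argued against, since the lower outnumbered the higher by 1.33 times and by 1.23 times at the least under the other 2 scalings. With the 3' to 5' covariate there were 184 lower and 128 higher, so RNA length does not remove the excess. Regulatory variants of the NOD^k strain may explain it and were not tested.

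Of B10^k patterns D, E and L probesets 94.1% were lower in NOD^k S- cells, and of J, K and F 95.4% higher. Choice and comparison on the same B10^k S- arrays is argued against as the whole cause for D, E and L, whose share was at least 80.6% when the array compared took no part in the choice. For J, K and F the shares were 80.1%, 84.6% and 71.6%, the lowest below the 75% that would have argued against this choice. By that rule a dampened response and this choice cannot be told apart, though all these shares lie above the NOD^k shares given next. Probesets chosen on NOD^k arrays and compared in B10^k gave 53.0% and 66.2%, and 37.1% to 56.3% and 27.1% to 65.2% with NOD^k S- arrays held out. A smaller NOD^k response to the antigen may underlie the excess over those shares, and the strain is confounded with every other difference between the 2 stocks of mice.

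Regrouping the same arrays excludes chance for S+ against PreS and S- against PreS cells in B10^k (2158 and 1440 probesets, at most 3 and 2 in 83 other splits). The same holds in NOD^k (1899 and 1437, at most 1711 and 22). The splits leave hybridization day aside. With day as a block nearly all of these NOD^k calls were lost. NOD^k PreS arrays share no day with S- arrays and only day 3 with S+ arrays, so the block cannot tell day from stage. The split with 1711 exchanged NOD^k PreS TCR insHEL replicate 1 with S+ replicate 3 and so set the 3 arrays of highest 3' to 5' ratio against the others (without these 3, 337 passed between S+ and PreS). Chance is excluded for the strains at PreS (530, at most 109) and for strain groups 1, 3 and 6 (79, 190 and 143, at most 79, 9 and 14), with 100 splits each. With 3 arrays against 3 the splits are too few for a share under 0.05: B10^k S- against S+ gave 214 (highest other 16), NOD^k S- against S+ 0 (1), the insHEL comparison 0 in B10^k (2) and 4 in NOD^k (1), and the strains at S- 298 (1) and at S+ 475 (2630). The split with 2630 put B10^k S+ replicate 1 with NOD^k S+ replicates 1 and 2, several times the real count, which points to structure among the arrays (148 passed without the 3 arrays of highest ratio).

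For patterns, 100 splits exclude chance for B10^k A (771, at most 256), G (849, 347), B and C (345, with 3 splits as large and 508 at most) and H and I (486, 4 as large, 726 at most), and for NOD^k A (1091, 734) and G (1151, 599). These splits cannot decide for B10^k D, E and L (169, 12 as large, 332 at most) and J, K and F (194, 11, 523), nor for NOD^k B and C (62, 20, 657), H and I (154, 13, 973), D, E and L (83, 21, 754) and J, K and F (68, 37, 1411). They also put PreS arrays into S+ and S-, so real changes between PreS and selected cells entered their counts. Splits that call several times the real count in NOD^k can hold such changes as well as structure among the arrays. The 19 probesets of the direct strain test were reached by 9 of 100 splits (at most 133), so chance could not be excluded for their number.

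The paper's supplementary signals match those used here within 1% for 14 of 15 arrays that could be compared, over 1080 probesets. For B10^k S- replicate 1 only 11.2% match (r = 0.994 on log2 values), and of 3010 group means in the pattern sheets 33.6% match for B10^k S- against 100% for the other 5 groups. The cause was not tested.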
